# The ionotropic AMPA receptor contributes to autoimmunity via altered regulatory T cell differentiation

**DOI:** 10.1016/j.isci.2025.114267

**Published:** 2025-11-27

**Authors:** Marisa Mitchell-Flack, Makenzie Higgins, Ying Zheng, Ada Tam, Hana Goldschmidt, Hiroshi Nishio, Bian Liu, Christopher M. Cherry, Michael Patatanian, Richard Blosser, Sung Soo Mun, Aditya Suru, Richard Huganir, Hong Yu, Drew Pardoll

**Keywords:** Immunology, Immune system, Immune response, Stem cells research

## Abstract

The AMPA receptor (AMPAR) is an ionotropic glutamate receptor that is essential for neuronal communication, yet its role in the immune system remains poorly understood. Here, using a *CD4Cre* selective deletion mouse model, we provide the first functional characterization of AMPAR deficient T cells. We demonstrate that AMPAR deletion in T cells significantly protects against severe paralysis in an experimental autoimmune encephalomyelitis (EAE) model, and this protection is associated with increased regulatory T cell (Treg) presence within the spinal cord. *In vitro* studies reveal that the deletion of the AMPAR intrinsically promotes Treg generation. Mechanistically, AMPAR deletion increases IL2 signaling and activates the mTORC1 pathway, supporting Treg development and function. These novel findings suggest that a function of the AMPAR in CD4 T cells is to limit immune suppression by restricting Treg differentiation. Targeting AMPARs on T cells could offer a novel therapeutic approach for the treatment of autoimmune disease.

## Highlights

• AMPAR deletion in T cells or blockade protects against autoimmune neuroinflammation
• Loss of AMPAR signaling promotes inducible Treg (iTreg) differentiation
• AMPAR deficiency enhanced IL2/STAT5 signaling, glycolysis, and lipid synthesis

## Introduction

Autoimmunity is defined as the significant breakdown in immune tolerance and consequently the targeted destruction of self-tissue by immune cells. CD4 T cells are known to contribute both pathogenic and protective roles in this context. Effector T cell (Teff) subsets such as Th1 and Th17 produce proinflammatory cytokines which can exacerbate inflammation. In contrast, regulatory T cells (Tregs) employ several mechanisms to suppress autoreactive T cell responses and maintain self-tolerance.^1^ The loss of Treg differentiation and function alone can cause a deleterious breakdown in self-tolerance and result in severe systemic damage and even premature death.^2^ Indeed, for autoimmune diseases such as multiple sclerosis (MS), it is known that this balance is tipped toward the pro-inflammatory Teff state and away from suppressive Treg presence and function.^3^^,^^4^^,^^5^ Therefore, elucidating mechanisms that enhance Treg differentiation and function to counter the disease-induced shift toward Teff functionality is critical to improving immunotherapies for autoimmune disease.

The AMPAR is a heterotetramer comprised of four possible subunits: GluA1, GluA2, GluA3, and GluA4 and is known to be expressed on post-synaptic neurons.^6^ In neurons, the binding of extracellular glutamate to the AMPAR facilitates the opening of the channel pore to permit the ion flux of sodium (Na^+^), potassium (K^+^), and calcium (Ca^2+^) causing a membrane potential change to drive synaptic transmission.^7^ Glutamate is not only an important neurotransmitter in the neuronal system, but also a metabolite from glutamine metabolism actively secreted by proliferating cells in the tissue environment.^8^^,^^9^ In the immune system, previous reports have linked AMPAR activity with inflammation and autoimmunity. Specifically, increased expression of AMPAR subunits on T cells was observed among patients with relapsing multiple sclerosis.^10^^,^^11^ Furthermore, AMPAR antagonists have also shown promise in reducing inflammation in preclinical models of osteoarthritis, viral encephalomyelitis, and MS.^12^^,^^13^^,^^14^ However, within each of these studies, the effect of AMPAR antagonism was determined primarily by reduced clinical signs of inflammation and not by the evaluation of specific immune cell contributions. While these studies show that AMPAR antagonism reduces inflammation, whether this antagonism functions through the alteration of T cell-specific functions of the AMPAR remains unknown. Moreover, what role the AMPAR has in regulating T cell function has not been assessed.

To this end, we sought to investigate the role of the AMPAR in T cells in autoimmunity using a genetic approach. We observed that the T cell specific deletion of the AMPAR protected mice from developing severe autoimmune disease in a preclinical model of MS. This protection was marked by the enhanced presence of effector Tregs in the spinal cords of these mice. Further analysis revealed that AMPAR-deficient T cells exhibit enhanced differentiation into Treg cells based on the increased expression of forkhead box protein 3 (Foxp3) as well as these key regulators: CD25, 4-1BB, OX40, and GITR. In support of increased Treg differentiation, we observed a significant upregulation of the mTORC1 and lipid metabolism pathways among AMPAR-deficient Tregs. These data identify a novel T cell specific role for the AMPAR through the regulation of Treg differentiation and function, and whose targeted inhibition can potentially improve autoimmune disease outcomes.

## Results

### T cell specific deletion of the AMPAR protects mice from severe experimental autoimmune encephalomyelitis

The AMPAR is expressed in T cells (Figure S1A).^15^^,^^16^ To characterize the T cell intrinsic role of the AMPAR, we crossed GluA1^*fl/fl*^GluA2^*fl/fl*^GluA3^*fl/fl*^ triple floxed mice to CD4Cre mice to generate GluA1^*fl/fl*^GluA2^*fl/fl*^GluA3^*fl/fl*^ CD4Cre^+^ (T^ΔAMPAR^) mice.^17^^,^^18^^,^^19^ To confirm the deletion of the AMPAR, we evaluated *Gria2* and *Gria3* mRNA expression in T^ΔAMPAR^ CD4 T cells by qPCR. Expression of these subunits in T^ΔAMPAR^ CD4 T cells was absent (Figure S1B). For the duration of our studies, we utilized GluA1^*fl/fl*^GluA2^*fl/fl*^GluA3^*fl/fl*^CD4Cre^−^ mice as wild-type littermate controls (WT). T^ΔAMPAR^ mice did not exhibit any developmental abnormalities and are similar in physical size to their littermate controls (data not shown). T cell development was unaffected by AMPAR deletion as T^ΔAMPAR^ mice exhibit normal frequencies of both single and double-positive thymocytes as well as normal peripheral frequencies of CD4 and CD8 T cells (Figures S1C–S1E).

To study the role of the AMPAR in T cell tolerance, we chose to evaluate whether AMPAR deficiency in T cells would affect outcomes in an *in vivo* experimental autoimmune encephalomyelitis (EAE) disease model. Upon the induction of EAE, we evaluated paralysis progression and observed that T^ΔAMPAR^ mice had significantly reduced EAE scores and weight loss over the course of disease (Figures 1A and 1B). Consistent with their reduced disease state, at the peak of disease, T^ΔAMPAR^ mice had significantly fewer spinal cord infiltrating immune cells (Figure 1C). EAE pathogenesis is associated with the spinal cord infiltration of proinflammatory CD4 T helper (Th) 1 and Th17 cells, particularly those that express high levels of proinflammatory cytokines.^4^ Our assessment of the spinal cord infiltrating T^ΔAMPAR^ CD4 T cells revealed these cells consistently had reduced expression of TNFα, GMCSF, IFNγ, and IL-17 pro-inflammatory cytokines (Figure 1D). In contrast to the pathogenic role of Th1 and Th17 cells in EAE, Tregs have been shown to suppress aberrant inflammation and thereby provide protection from severe EAE.^4^ Given that the infiltrating T^ΔAMPAR^ CD4 T cells had reduced expression of proinflammatory cytokines, we also assessed whether Treg presence was enhanced within T^ΔAMPAR^ spinal cords. Indeed, we noted that CD4^+^Foxp3^+^ cells were higher in frequency within T^ΔAMPAR^ spinal cords (Figure 1E). Despite these observations within the spinal cords of T^ΔAMPAR^ mice, there were no differences observed in inflammatory Th1, Th17, or anti-inflammatory Treg CD4 T cells derived from draining lymph nodes (dLNs) at the peak of disease (Figures S1F and S1G). These data suggested that a deficiency of the AMPAR in T cells is sufficient to protect mice from severe EAE. Furthermore, this protection correlated with the reduced proinflammatory state of spinal cord infiltrating CD4 T cells and the increased presence of Tregs.

**Figure 1:**
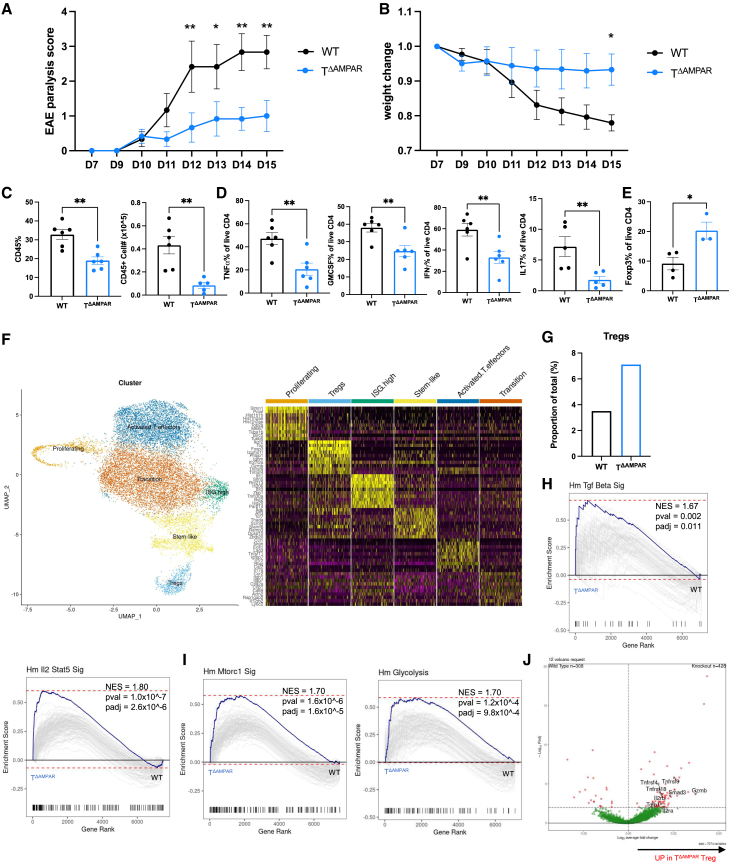
T^ΔAMPAR^ mice are protected from developing severe autoimmune disease, and this is associated with an enhanced effector Treg presence WT and T^ΔAMPAR^ mice were immunized with CFA-MOG and injected with PTX to induce EAE. (A) EAE paralysis scores and (B) weight change over the course of disease of WT and T^ΔAMPAR^ mice (mean ± SEM, ANOVA, representative of more than 3 independent experiments with 4–6 biological replicates per group). (C–E) Spinal cord infiltrating immune cells were isolated and evaluated by flow cytometry on day 15. (C) Quantification of CD45^+^ frequency and total CD45^+^ cell number, (D) quantification of frequency of the CD4^+^ TNF⍺, GMCSF, IFN*γ*, IL17, and (E) Foxp3 (mean ± SEM, ANOVA, representative of more than 3 independent experiments with 4–6 biological replicates per group). (F–I) Live CD4 T cells were isolated and pooled from the spinal cords of WT and T^ΔAMPAR^ mice with EAE at day 14, and scRNAseq was performed. (F) 2-D UMAP projection of WT and T^ΔAMPAR^ CD4 T cells. Unique clusters are color coded and annotated with cluster names (left). Heatmap depicts the relative expression of the top 5 differential genes for each cluster (right). (G) Proportion of WT and T^ΔAMPAR^ CD4 T cells found within the Treg cluster. (H and I) GSEA plots of T^ΔAMPAR^ versus WT cells in the Treg cluster. (H) Hallmark (Hm) Tgf beta signaling (top) and IL2 Stat5 signaling (bottom), (I) Hm mTORC1 signaling (left) and Hm glycolysis (right). (J) Volcano plot highlights effector Treg associated genes upregulated in T^ΔAMPAR^ Treg cluster 3 cells. Statistical significance is represented as ns > 0.05, ∗*p* < 0.05, ∗∗*p* < 0.01.

To begin to investigate the molecular pathways associated with the protection from severe EAE observed in T^ΔAMPAR^ mice, we isolated and pooled spinal cord infiltrating WT and T^ΔAMPAR^ CD4 T cells at the peak of EAE disease and submitted them for single cell RNA sequencing (scRNAseq). After quality control filtering, the integration of 14,801 high quality CD4 T cells identified six clusters displayed by Uniform manifold approximation and projection (UMAP) and annotated by their unique gene expression (Figure 1F). Analysis of the CD4 distribution among clusters showed a nearly 2-fold higher ratio of T^ΔAMPAR^ CD4 T cells within the Treg cluster compared to WT (Figure 1G). CD4 distribution among T conventional (Tconv) clusters did not reveal a striking difference between WT and T^ΔAMPAR^ CD4 T cells (Figure S1H). The enhanced distribution of T^ΔAMPAR^ in the Treg cluster corroborated the previous observations of enhanced Treg presence via flow cytometry analysis of spinal cord infiltrates (Figure 1E). Moreover, gene set enrichment analysis (GSEA) revealed that the greatest transcriptomic differences between WT and T^ΔAMPAR^ CD4 cells were found within the Treg cluster. GSEA analysis revealed T^ΔAMPAR^ Tregs had enriched expression of genes associated with the hallmark pathways for TGFβ and IL-2 signaling, which are involved in both the differentiation and maintenance of Tregs (Figure 1H).^20^^,^^21^ T^ΔAMPAR^ Treg cells also had upregulated mTORC1 and glycolysis pathway enrichment, which has been previously associated with an effector Treg functional state (Figure 1I).^22^^,^^23^^,^^24^ Further support for an increased effector Treg state was evidenced by the increased expression of *Gzmb* (Granzyme B), *Tnfrsf9* (4-1BB), *IL2ra* (CD25), *Tnfrsf4* (OX40), *Tgfb1* (TGFβ1), and *Tnfrsf18* (GITR) among T^ΔAMPAR^ Tregs (Figure 1J). These molecules have been shown to be associated with the enhanced activation state and suppressive capacity of Tregs.^1^^,^^25^^,^^26^^,^^27^^,^^28^ Taken together, our data suggest that protection from EAE in mice with a T cell specific deletion of the AMPAR is associated with enhanced effector Treg cell responses. Under EAE disease conditions, we observed this significant change in the proportion and transcriptional profile of T^ΔAMPAR^ Treg cells within the spinal cord. Therefore, we focused primarily on understanding the role of the AMPAR in Treg differentiation and function.

### T cell specific deletion of the AMPAR enhances Treg polarization

Given that enhanced protection from EAE in T^ΔAMPAR^ mice was associated with reduced pro-inflammatory Th1 and Th17 cells and increased suppressive effector Tregs within the spinal cords of these mice, we next sought to evaluate whether T^ΔAMPAR^ deletion was associated with the altered differentiation of these cells *in vitro*. To this end, we isolated naive CD4 T cells from WT and T^ΔAMPAR^ mice and cultured them under Th1, Th17, and iTreg polarizing conditions for three days. Deletion of the AMPAR did not alter the expression of the canonical Th1 or Th17 transcription factors, T-bet and Rorγt, respectively (Figures 2A and 2B). Interestingly, however, we observed a significant increase in the frequency and geometric mean fluorescence intensity (gMFI) of Foxp3^+^ among T^ΔAMPAR^ iTregs (Figure 2C). Given that we have observed enhanced Foxp3 expression at day 3, we next wanted to evaluate the kinetics of Foxp3 expression over the course of iTreg differentiation. This analysis revealed enhanced Foxp3 expression was present as early as day 2 (Figure 2D). These data indicated that the AMPAR contributes to iTreg differentiation.

**Figure 2:**
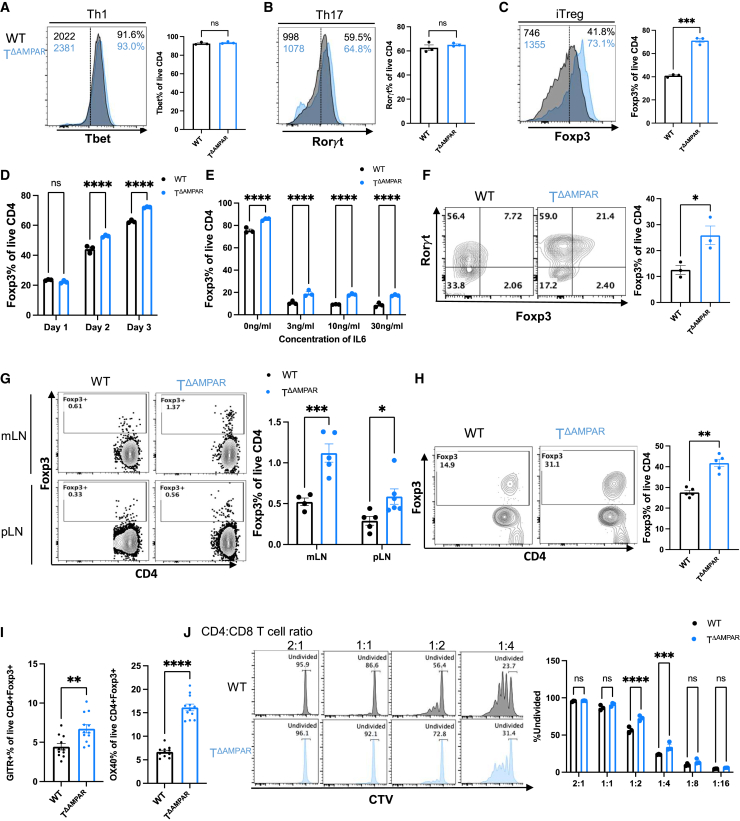
AMPAR deficiency preferentially polarizes CD4 T cells to Tregs (A–D) Naive CD4 T cells were activated with 5 μg/ml anti-CD3 and 2 μg/ml anti-CD28 under Th1, Th17, and iTreg polarizing conditions. Cells were analyzed on day 3. Representative histogram of lineage defining transcription factor expression with gMFI and frequency annotation (left) and frequency quantification (right) for (A) Th1, (B) Th17, and (C) iTreg cells (mean ± SEM, unpaired *t* test, representative of more than 3 independent experiments). (D) Foxp3 expression over the course of iTreg differentiation *in vitro* (mean ± SEM, ANOVA, representative of 2 independent experiments). (E) Naive CD4 T cells were isolated and cultured under iTreg polarizing conditions and a titration of IL6. Quantification of CD4^+^Foxp3^+^ frequency (mean ± SEM, ANOVA, representative of 2 independent experiments). (F) Representative histogram of Foxp3 expression (left) and quantification (right) for Th17 cells (mean ± SEM, unpaired *t* test, representative of more than 3 independent experiments). (G) Naive CD4 T cells were isolated from WT and T^ΔAMPAR^ mice and adoptively transferred to Rag2^−/−^ mice. Representative flow plots of Foxp3^+^CD4^+^ expression (left) and quantification (right) of week 3 harvested mLN (top) and pLN (bottom) (mean ± SEM, ANOVA, representative of 3 independent experiments). (H) WT and T^ΔAMPAR^ mice were immunized with CFA-MOG, and their dLN were isolated and restimulated with 50 μg/ml MOG peptide under iTreg culture conditions. Representative flow plot (left) and quantification (right) of CD4^+^Foxp3^+^ frequency (mean ± SEM, *t* test, representative of 2 independent experiments). (I) Quantification of CD4^+^ GITR and OX40 frequency among iTreg cells (mean ± SEM, ANOVA, representative of 2–3 independent experiments). (J) WT and T^ΔAMPAR^ CD4 T cells derived from iTreg day 3 culture were co-cultured with CTV-labeled B6 WT CD8 T cells at varying ratios. Representative histograms of CTV by decreasing ratios of CD4:CD8 (left). Gating is of undivided CD8 T cells. Quantification of undivided CD8 T cell percentage by decreasing the ratio of CD4:CD8 (right). CTV = cell trace violet. (mean ± SEM, ANOVA, representative of 2 independent experiments). Statistical significance represented as ns > 0.05, ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001.

The differentiation of both iTreg and Th17 cells is reliant upon TGFβ; however, the presence of the pro-inflammatory cytokine, IL-6, at the time of differentiation biases polarization toward the Th17 subset.^29^ Because we observed enhanced iTreg differentiation under Treg differentiating conditions, we additionally sought to determine if this phenotype would be maintained even in the presence of IL-6. To this end, we cultured naive CD4 T cells in iTreg polarizing conditions and included a titration of IL6 to the culture. Indeed, we observed that T^ΔAMPAR^ iTregs maintained higher Foxp3 expression compared to WT CD4 T cells even in the presence of IL-6 (Figure 2E). Although we did not observe changes in Th17 differentiation based upon the expression of Rorγt, we sought to evaluate whether these cells, which also rely upon TGFβ for their differentiation, would have enhanced Foxp3 expression given the pronounced bias for Foxp3 generation observed in iTreg conditions as well as in the presence of IL-6. We observed that T^ΔAMPAR^ Th17 cells indeed contain higher frequencies of Foxp3^+^Rorγt^+^ cells (Figure 2F). These results revealed that T^ΔAMPAR^ CD4 T cells have a greater propensity to express Foxp3 even in suboptimal conditions.

Next, we assessed whether enhanced iTreg differentiation, known as peripheral Treg (pTreg) generation, occurred similarly *in vivo*. To this end, we adoptively transferred naive WT or T^ΔAMPAR^ CD4 T cells (CD62L^hi^, CD44^lo^, CD25^−^) into lymphopenic Rag2^−/−^ hosts and assessed their propensity for pTreg generation *in vivo*, as previously described.^30^^,^^31^^,^^32^ At week 3 post-transfer, host mice that received naive CD4 T cells from T^ΔAMPAR^ mice contained higher frequencies of CD4^+^Foxp3^+^ cells within mesenteric and peripheral lymph nodes relative to WT CD4 T cells (Figure 2G). While differential homeostatic proliferation could influence CD4^+^Foxp3^+^ cell generation, we observed no proliferation differences between WT and T^ΔAMPAR^ CD4 T cells (Figure S2A). These *in vivo* data corroborated our *in vitro* findings that T^ΔAMPAR^-deficient CD4 T cells experience enhanced iTreg differentiation.

Next, we evaluated whether the enhanced iTreg generation we observed *in vitro* and *in vivo* would be similarly found within the EAE model. To this end, we immunized WT and T^ΔAMPAR^ mice with myelin oligodendrocyte glycoprotein peptide 35–55 (MOG_35-55_) and restimulated dLN T cells *ex vivo* with MOG_35-55_ peptide under iTreg polarizing conditions. As expected, MOG_35-55_ restimulated dLN CD4 T cells from T^ΔAMPAR^ mice consistently had higher frequencies of CD4^+^Foxp3^+^ cells (Figure 2H). Taken together, the deletion of the AMPAR in CD4 T cells appears to drive the expression or stability of Foxp3, leading to enhanced iTreg differentiation.

While these findings suggest an enhanced capacity for iTreg cell differentiation in the absence of AMPAR signaling, we next assessed the functional phenotype of T^ΔAMPAR^ iTregs. Flow cytometric analysis revealed that T^ΔAMPAR^ iTregs expressed significantly higher levels of the canonical Treg activation markers GITR and OX40 (Figure 2I), consistent with transcriptional profiles from our scRNA-seq data (Figure 1J). To determine whether these cells retained immunosuppressive functionality, we performed an *in vitro* suppression assay. CD4^+^ T cells differentiated under iTreg-polarizing conditions from either WT or T^ΔAMPAR^ mice were co-cultured with CFSE-labeled C57BL/6J CD8^+^ Tconv responder cells at varying CD4:CD8 ratios. Notably, T^ΔAMPAR^ cells exhibited significantly greater suppressive activity at 1:2 and 1:4 CD4:CD8 ratios, as evidenced by the reduced proliferation of responder CD8 Tconv cells (Figure 2J). To further validate this finding, we also evaluated T^ΔAMPAR^ Treg function *in vivo*. To assess this, we performed an *in vivo* model of suppression where naive CD4 (CD62L^hi^, CD44^lo^) Tconv responder cells and natural Tregs (nTregs) (CD25^hi^) are co-adoptively transferred into a lymphopenic host, Rag2^−/−^ mice. These naive CD4 Tconv responder cells undergo homeostatic proliferation which can be suppressed by the presence of nTregs.^33^ We observed that T^ΔAMPAR^ nTregs reduced the expansion of naive Tconv cells significantly more than WT nTregs, indicating enhanced suppression by T^ΔAMPAR^ nTregs (Figure S2B). These results demonstrate that Tregs derived from AMPAR-deficient CD4^+^ T cells are not only generated at a higher frequency but also possess suppressive function, supporting a role for AMPAR signaling in restraining Treg differentiation and activity.

### AMPAR-deficient CD4 T cells changed cytokine sensitivity and metabolically shifted toward glycolysis and lipid metabolism

Because of the clear role of the AMPAR in regulating iTreg differentiation and function, we next sought to assess the mechanistic basis for this phenotype. As both TGFβ and IL-2 cytokine signaling are known to positively regulate *Foxp3* transcription, and our scRNAseq data showed enhanced TGFβ and IL-2 signaling in T^ΔAMPAR^ Tregs (Figure 1H), we next assessed if the differential downstream signaling of these cytokines was involved in the enhanced Foxp3 expression observed in our *in vitro* system.^34^^,^^35^ To this end, we differentiated WT and T^ΔAMPAR^ iTregs under a titration of TGFβ and IL-2 and evaluated Foxp3 expression. Interestingly, in both contexts, we observed that even at limiting conditions of TGFβ and IL-2, T^ΔAMPAR^ iTregs maintained higher expression of Foxp3 compared to WT iTregs (Figure 3A; Figure S2C). Thus, AMPAR deficiency is associated with increased sensitivity to TGFβ and IL-2. To determine if this enhanced sensitivity was due to enhanced signaling through these cytokine receptors, we evaluated whether there were changes to the phosphorylation state of their canonical downstream signal transducers. In the assessment of the major positive signaling transducer downstream of receptors of TGFβ receptors, SMAD3, we did not observe a significant difference (Figure S2D). However, we observed that the phosphorylation of the primary signal transducer of IL-2 signaling, STAT5, was significantly increased among T^ΔAMPAR^ cells (Figure 3B). These data suggested that the sensitivity of T^ΔAMPAR^ CD4 to IL-2 was associated with increased signaling. Consistent with these findings, the expression of the high affinity IL-2 receptor (CD25) was also increased in T^ΔAMPAR^ CD4 T cells over the course of iTreg differentiation (Figure 3C). Altogether, AMPAR deficiency in CD4 T cells leads to enhanced TGFβ and IL-2 cytokine sensitivity and signaling, particularly for IL-2, which supports both the differentiation and function of T^ΔAMPAR^ iTregs.^36^^,^^37^^,^^38^

**Figure 3:**
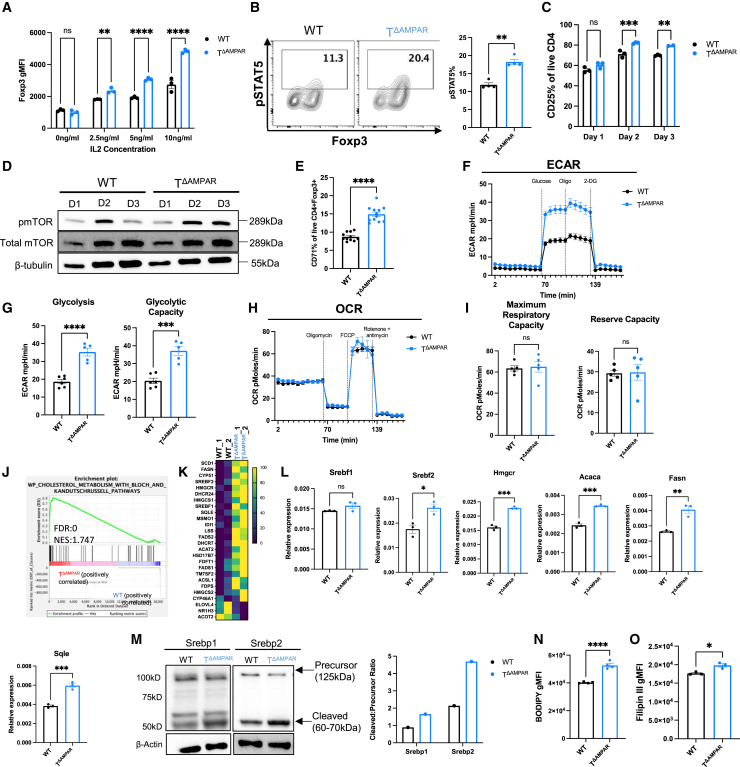
AMPAR-deficient CD4 T cells changed cytokine sensitivity and metabolically shifted toward glycolysis and lipid metabolism (A) Quantification of Foxp3 gMFI flow staining of WT and T^ΔAMPAR^ iTregs cultured under the titration of IL-2 (mean ± SEM, ANOVA, representative of 3 independent experiments). (B) Representative flow plot of pSTAT5^+^Foxp3^+^ expression (left) and quantification (right) from WT and T^ΔAMPAR^ iTreg cultures (mean ± SEM, *t* test, representative of 3 independent experiments). (C) Quantification of CD4^+^CD25^+^ frequency over the course of iTreg differentiation (mean ± SEM, ANOVA, representative of 3 independent experiments). (D) Western blot of WT and T^ΔAMPAR^ CD4 T cells collected on day 1, 2, and 3 of iTreg differentiation, immunoblotted for phosphorylated mTOR (pmTOR), total mTOR, and β-Actin expression (top to bottom, representative of 3 independent experiments). (E) Quantification of CD71^+^ cells among CD4^+^ T cells on day 3 of iTreg differentiation. (mean ± SEM, *t* test, representative of 3 independent experiments). (F–I) Seahorse metabolic flux analysis of iTreg cells. (F) extracellular acidification rate (ECAR) measurement over time (minutes) and (G) quantification of glycolysis (left) and glycolytic capacity (right) measurements. (H) oxygen consumption rate (OCR) measurement over time (minutes) and (I) quantification of maximum respiratory capacity (left) and reserve capacity (right) measurements (mean ± SEM, ANOVA, representative of 3 independent experiments). (J and K) WT and T^ΔAMPAR^ CD4 were cultured under iTreg polarizing conditions and subjected to bulk RNA sequencing and analysis. (J) GSEA plot of cholesterol metabolism pathway enrichment in T^ΔAMPAR^ versus WT cells. (K) Heatmap of genes associated with cholesterol metabolism in T^ΔAMPAR^ versus WT. (L) Quantification of *Srebf1*, *Srebf2*, *Hmgcr*, *Acaca*, *Fasn*, and *Sqle* mRNA relative expression in WT and T^ΔAMPAR^ CD4 from iTreg culture determined by qPCR (mean ± SEM, ANOVA, representative of 2 independent experiments). (M) Western blot images (left) of WT and T^ΔAMPAR^ immunoblotted for Srebf1 and Srebf2 (image is representative of 2 independent experiments) and quantification (right) of cleaved to precursor ratios analyzed by densitometry. (N and O) Cell staining for Lipid and cholesterol content. (N) Bodipy and (O) Filipin III gMFI flow staining of WT and T^ΔAMPAR^ CD4 from day 2 iTreg cultures (mean ± SEM, *t* test, representative of 3 independent experiments). Statistical significance represented as ns > 0.05, ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001.

This observed increase in IL-2 sensitivity and signaling in T^ΔAMPAR^ CD4 T cells prompted us to hypothesize that the enhanced differentiation of these cells may be dependent upon the mammalian target of rapamycin complex 1 (mTORC1) pathway, a known master metabolic regulator of T cell activation, proliferation, and differentiation.^39^ Previous work has demonstrated that IL-2 regulates mTORC1 and that mTORC1 in turn supports the effector functions of Tregs.^22^^,^^23^^,^^24^^,^^40^ Given that our scRNAseq dataset showed increased expression of mTORC1 and glycolysis pathway genes among spinal cord infiltrating T^ΔAMPAR^ Tregs (Figure 1I), we next assessed this pathway at the protein level in cells derived from iTreg polarizing culture conditions. Our assessment of this pathway throughout differentiation revealed that although both WT and T^ΔAMPAR^ CD4 initially exhibit similar levels of phosphorylated or activated mTOR (pmTOR), this activation is sustained in T^ΔAMPAR^ CD4 T cells through the completion of differentiation (Figure 3D). Consistent with increased mTORC1 activation, the expression of CD71, an mTOR-dependent cell surface transferrin receptor, was significantly increased in T^ΔAMPAR^ CD4 T cells (Figure 3E).^41^ These data suggested that mTORC1 signaling is enhanced in T^ΔAMPAR^ CD4 cells undergoing iTreg differentiation.

Because mTORC1 activity is tightly linked to cellular metabolism, we next sought to evaluate glycolysis and mitochondrial respiration in T^ΔAMPAR^ cells derived from iTreg culture conditions using a seahorse assay.^42^ We observed a significant increase in the extracellular acidification rate (ECAR) in T^ΔAMPAR^ cells derived from iTreg cultures subjected to a glucose stress test, indicating enhanced glycolysis and glycolytic capacity (Figures 3F and 3G). We did not observe a significant alteration to the oxidative consumption rate (OCR) of T^ΔAMPAR^ cells undergoing a mitochondrial stress test (Figures 3H and 3I). These data suggest that T^ΔAMPAR^ CD4 cells undergo a pronounced shift toward mTORC1 pathway upregulation and increased glycolytic metabolism, likely to support their effector functional state during iTreg differentiation.

Next, we wanted to evaluate if these pathways were transcriptionally regulated and if they contributed to T^ΔAMPAR^ iTreg differentiation. To evaluate this, we chose to perform bulk RNA sequencing (RNAseq) analysis of WT and T^ΔAMPAR^ CD4 T cells cultured under the iTreg differentiation condition. 

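Induced regulatory T cells (iTregs) are CD4 T cells driven toward the Treg state in culture, and the RNA was taken at day 3 of that culture. T ΔAMPAR cells carry floxed Gria1, Gria2 and Gria3, the genes of GluA1, GluA2 and GluA3, together with the CD4Cre transgene, and WT cells carry the same floxed genes without Cre. There were 2 libraries per group, labelled replicates 1 and 2 for WT and 3 and 4 for T ΔAMPAR. The methods state that samples were pooled and sequenced in duplicate, and do not describe the replicates as separate mice. The authors aligned the reads with STAR and deposited the number of reads counted on each gene, without normalization. The methods name a human genome build, whereas the deposited counts list 55536 mouse Ensembl genes, all of which are in the GENCODE M21 annotation. The total count was 37713974 in WT replicate 1, 63552293 in WT replicate 2, 38673762 in T ΔAMPAR replicate 3 and 40014875 in T ΔAMPAR replicate 4. The paper's stated depth is 40M reads per sample, with 20M in each direction, and the values here use the deposited totals. Of the counts from 1 to 20, 72.1% were even numbers, against 50.6% in simulated counts of single fragments.
The counts were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over the 15491 genes that passed edgeR's filter on low counts. The libraries of each group differed by more than counting noise, with a chi-square per degree of freedom of 11.6 in WT and 14.2 in T ΔAMPAR, which preparing libraries from the same cells can also give. They were used as separate replicates because the labels name them so. The biological coefficient of variation, edgeR's name for the spread between libraries of a group, was 9.71%. If each group came from a single pool, this spread holds no variation between mice, and the p-values do not separate genotype from pool. The deleted genes were at or near the limit of detection in both groups. Gria1 had 0 counts in every library, which allows up to 3 counts each. Gria2 had 4 counts in T ΔAMPAR replicate 3 and 0 in the other libraries, and Gria4, which is not floxed, had the same counts. Gria3 had 18 and 12 counts in WT and 14 and 12 in T ΔAMPAR. The deletion was not detectable at this depth from counts over whole genes, and the labels could not be checked in this way.
With an adjusted p-value under 0.05, 1733 genes were higher and 2079 were lower in T ΔAMPAR. Among the alternatives that keep the same null hypothesis, scaling by library size alone moved these counts most, to 6387 higher and 488 lower genes, and moved the median log2 fold change of all genes from 0.03 to 0.37. Testing against a change of 1.5-fold (edgeR's glmTreat), a stricter null hypothesis, left 66 higher and 44 lower genes.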

At day 3 of iTreg differentiation, we did not observe mTORC1 or glycolysis pathway changes at the transcriptional level (data not shown). 

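Gene lists written by hand before the data were examined were compared with all other genes by camera, a competitive gene set test, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over 9 lists. Of these, 5 lists passed an adjusted p-value of 0.05, and 0 of the 5 passed under fry or with the correlation estimated from the data, where the lowest adjusted p-values were 0.0724 and 0.408. With 2 libraries per group those tests have few residual degrees of freedom, so a list can miss the threshold without being unchanged. The list of mTORC1 targets, without sterol and fatty acid genes, had a median log2 fold change of -0.08 over 38 genes (adjusted p = 0.541 from camera). In this list 8 genes were higher and 10 were lower by edgeR's test over all genes, and 11 and 10 when adjusted over the list alone. Cad rose by a log2 fold change of 1.08 (standard error 0.14, adjusted p = 2.8e-13 from edgeR), and Slc1a5 and Tfrc rose by 0.63 and 0.62. Ddit3 changed by -1.17 (standard error 0.12, adjusted p = 7.86e-19 from edgeR), Atf4 by -0.81 and Sars by -0.74. Slc7a11, named because of its value, was at least 5.39-fold higher, from 0 and 2 counts in WT to 14 and 20 in T ΔAMPAR, or at least 2.69-fold if both mates of a read pair were counted. Mtor itself had 29.2 ± 1.06 CPM (counts scaled to library size) in WT and 34.6 ± 1.80 in T ΔAMPAR (SD, n = 2 each), which did not pass the threshold (adjusted p = 0.128 from edgeR). Mtor passed in edgeR with library-size scaling, at a log2 fold change of 0.59 (adjusted p = 7.03e-06), where the median of all genes was 0.37. With the cholesterol and fatty acid synthesis lists added to the mTORC1 targets, the median over 80 genes was 0.19 (adjusted p = 4.1e-05 from camera). This comes from the added genes, whose lists were called by themselves, and is not separate evidence on mTORC1 targets.
The glycolysis list had a median log2 fold change of -0.21 over 24 genes, with 3 higher and 21 lower (adjusted p = 0.00102 from camera). By edgeR's test over all genes 9 were lower and 1, Eno3, was higher. Adjusted over the list alone, 10 were lower and 1 was higher. Pgk1 had 4978 ± 3.69 CPM in WT and 2879 ± 428 in T ΔAMPAR (SD, n = 2 each), a log2 fold change of -0.79 (standard error 0.09, adjusted p = 1.85e-15 from edgeR). Of the 100-base stretches of Pgk1, 67.0% also occur in other genes, mainly Pgk1-rs7, which had a mean of 38.75 counts, so the reads assigned to that gene are too few to account for the fall. Aldoa changed by -0.69 and Ldha by -0.51, and Ldha no longer passed with library-size scaling. The call on the glycolysis list was lost with library-size scaling (adjusted p = 0.138), with genes ranked by the difference of class means in fgsea (adjusted p = 0.127), and with the Reactome glycolysis genes in place of the list (median -0.14 over 26 genes, adjusted p = 0.119 from camera). Under these and the other alternatives its adjusted p ranged from 1.36e-06 to 0.489. The list median ranged from -0.29 to -0.14 when 1 library was left out.

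**Figure D1:**
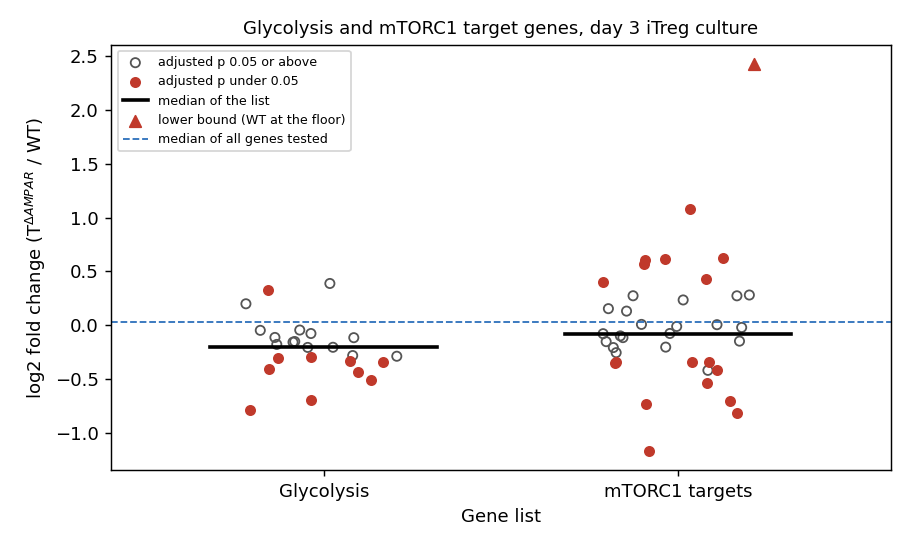
Log2 fold change (T ΔAMPAR over WT, TMM-normalized) of each tested gene of the glycolysis list (24 genes) and the mTORC1 target list (38 genes), with black lines at the list medians (-0.21 and -0.08) and a dashed line at the median of all genes tested (0.03). Filled points passed an adjusted p of 0.05 in edgeR's test, and the triangle is Slc7a11 at its lower bound.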

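The hand-written cholesterol synthesis list had a median log2 fold change of 0.56 in T ΔAMPAR over 21 genes, 17 of them higher and 4 lower (adjusted p = 2.94e-09 from camera). The within-group SD of the list median was 0.04. By edgeR's test over all genes 14 were higher and 1 was lower, and adjusted over the list alone 14 were higher and 2 were lower. The list median ranged from 0.45 to 0.59 when 1 library was left out. With the Reactome cholesterol biosynthesis genes in place of the list, the median was 0.47 over 23 genes (adjusted p = 1.07e-07 from camera). Lss, which encodes lanosterol synthase and lies on chromosome 10 of GRCm38 from 76531588 to 76557138, had 19.2 ± 0.599 CPM in WT and 39.1 ± 2.35 in T ΔAMPAR (SD, n = 2 each), a log2 fold change of 1.03 (standard error 0.12, adjusted p = 3.21e-14 from edgeR). Hsd17b7 rose by 0.88. Sqle rose by 0.75. Srebf2 and Srebf1, which encode the transcription factors of the pathway, rose by 0.32 and 0.31 with adjusted p-values of 0.0309 and 0.0392 from edgeR, and neither passed in edgeR with median-of-ratios scaling (0.0518 and 0.0595), whereas both passed with upper-quartile scaling (0.0106 and 0.0148), with library-size scaling and in DESeq2's own test (0.0138 and 0.0257). Neither passed after a correction for gene length and GC content chosen after seeing the data (0.345 and 0.443). Pmvk was lower, at -0.30 (adjusted p = 0.0444 from edgeR), but slightly higher with library-size scaling, at 0.04. It also did not pass with upper-quartile scaling (0.0691), in DESeq2's own test (0.0558) or after the length and GC correction (0.147).
Of the 26 genes in the heatmap of Fig. 3K, 22 were higher in both T ΔAMPAR libraries than in both WT libraries, and Elovl4, Nr1h3 and Acot2 were lower in both. With library-size scaling, 22 were higher in both and 1 was lower in both. Among all tested genes 60.4% showed no overlap between the groups, where chance gives 33.3% for 2 against 2. Cyp46a1 was at or near the floor, with 2 to 4 counts. In all, 24 of the genes passed the filter on low counts and were tested. Of these, 19 were higher over all genes, with 0 lower, and 21 were higher and 1 lower when adjusted over the list alone, which is not independent evidence because the paper chose these genes on the same libraries.

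**Figure D2:**
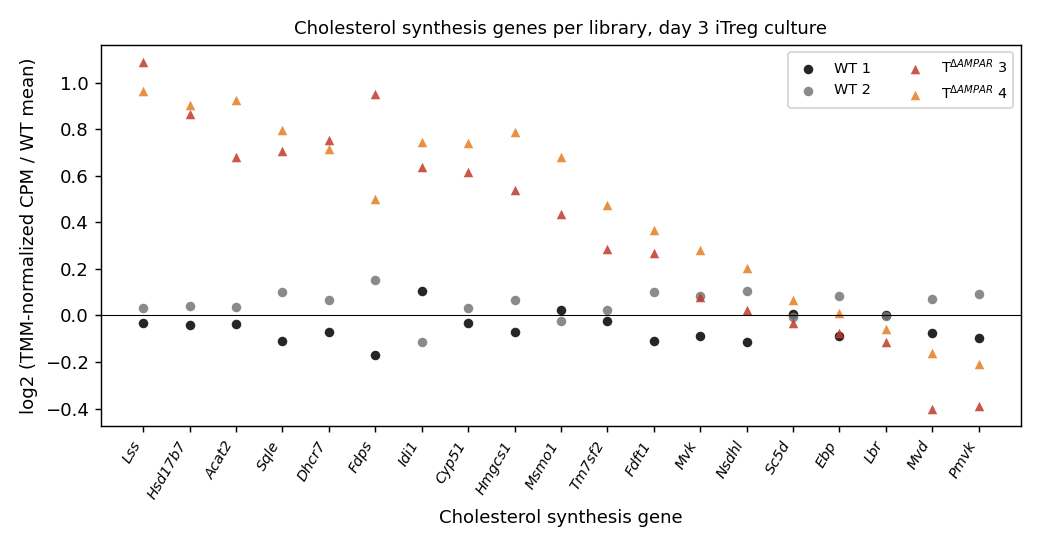
TMM-normalized CPM of 19 of the 21 tested cholesterol synthesis genes in each library, as log2 of the ratio to the WT mean, for WT replicates 1 and 2 (circles) and T ΔAMPAR replicates 3 and 4 (triangles). Genes are ordered by log2 fold change, from Lss at 1.03 to Pmvk at -0.30.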

Interestingly, this analysis revealed that an additional metabolic pathway, cholesterol synthesis, was significantly enriched in T^ΔAMPAR^ CD4 (Figures 3J and 3K). Lipid metabolism, which includes fatty acid and cholesterol synthesis, has been shown to play a positive role in the differentiation and function of Tregs.^43^^,^^44^^,^^45^ Furthermore, mTORC1 signaling has previously been associated with the upregulation of the cholesterol synthesis pathway in Tregs.^24^ Upon further analysis, the expression of genes specific to the cholesterol synthesis pathway, including *Srebf2*, *Acaca*, *Fasn*, *Hmgcr*, and *Sqle,* were all significantly increased among T^ΔAMPAR^ cells derived from iTreg culture conditions (Figure 3L). Given the changes we detected at the RNA level, we next sought to evaluate if there were notable changes to lipid metabolism pathways at the protein level. To this end, we evaluated the enzymatic activity of sterol regulatory element binding proteins (Srebp) 1 and 2, which are required for fatty acid and cholesterol synthesis, respectively. T^ΔAMPAR^ CD4 cells derived from iTreg cultures exhibited increased levels of the enzymatically active cleavage product for both Srebp1 and Srebp2 (Figure 3M). Because both RNA and protein levels indicated that the fatty acid and cholesterol pathways were upregulated, we then sought to determine if this resulted in a quantifiable change to fatty acid and cholesterol content within T^ΔAMPAR^ cells from iTreg conditions. 

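At the RNA level, the hand-written fatty acid synthesis list had a median log2 fold change of 0.29 in T ΔAMPAR over 21 genes, 16 of them higher and 5 lower (adjusted p = 1.84e-06 from camera). By edgeR's test over all genes 8 were higher and 1 was lower, and adjusted over the list alone 13 were higher and 1 was lower. Without WT replicate 2 the list median was 0.38. Fads2, a fatty acid desaturase on chromosome 19 from 10062765 to 10101746, had 14.7 ± 0.0258 CPM in WT and 33.8 ± 2.60 in T ΔAMPAR (SD, n = 2 each), a log2 fold change of 1.197 (standard error 0.13, adjusted p = 7.79e-18 from edgeR). Elovl6 rose by 1.03 (standard error 0.12, adjusted p = 2.71e-15 from edgeR). Fasn, which encodes fatty acid synthase on chromosome 11 from 120805846 to 120824547, rose from 70.9 ± 3.79 to 141 ± 20.1 CPM (log2 fold change 0.99, adjusted p = 7.24e-15 from edgeR). Acaca, which encodes acetyl-CoA carboxylase on the same chromosome from 84129672 to 84401651, rose from 19.6 ± 2.19 to 38.8 ± 2.18 CPM (log2 fold change 0.98, adjusted p = 4.28e-13 from edgeR). Of the 100-base stretches of Acaca, 42.8% also occur in Gm5182, which had a mean of 12.0 counts. Scd1 rose by 0.83. Hacd2 was the 1 member that was lower, at -0.60 (adjusted p = 3.21e-05 from edgeR), and it did not pass with library-size scaling (adjusted p = 0.0708). From the RNA levels and the levels of cleaved Srebp1 and Srebp2, the paper reasons that both pathways were upregulated and goes on to measure fatty acid and cholesterol content.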

To evaluate this, we utilized two cell-permeable dyes: Bodipy to quantify fatty acid content and Filipin III to quantify cholesterol content. Interestingly, we observed a significant increase in both the fatty acid and cholesterol content measured by increased gMFI of these respective dyes (Figures 3N and 3O). To confirm these findings, we additionally performed untargeted metabolomics of T^ΔAMPAR^ CD4 cells under iTreg polarizing conditions. We found that metabolites associated with the glycerophospholipid synthesis pathway were one of the top differentially represented KEGG pathways (Figure S3A). Altogether, these data show that fatty acid and cholesterol synthesis are significantly increased in T^ΔAMPAR^ CD4 cells, contributing to iTreg differentiation and function.

### AMPAR antagonists may provide therapeutic benefit

Our findings have underscored the therapeutic potential of targeting T cell derived AMPARs to promote immunosuppression. Therefore, we next sought to assess whether the pharmacological inhibition of the AMPAR would similarly enhance Treg generation and protect mice from severe autoimmune disease. To this end, we first sought to evaluate if the polarization of B6 WT naive CD4 T cells to iTreg in the presence of a competitive AMPAR antagonist, NBQX, would affect differentiation. The addition of NBQX to B6 WT iTreg culturing conditions significantly increased the frequency of CD4^+^Foxp3^+^ cells (Figure 4A). Interestingly, when we further evaluated NBQX-treated CD4 T cells, we noted a significant increase in the expression of both 4-1BB and GITR effector molecules (Figure 4B). Additionally, NBQX-treated iTregs also had higher surface expression of CD71, suggesting enhanced mTORC1 activity (Figure 4C). These data supported the observation of enhanced T^ΔAMPAR^ iTreg differentiation and effector molecule expression, underscoring the anti-inflammatory potential of AMPAR blockade.

**Figure 4:**
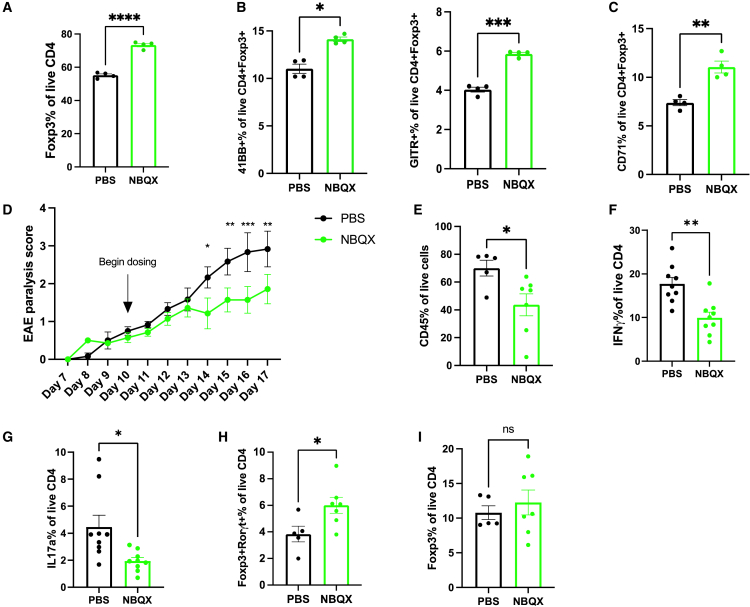
AMPA receptor antagonists enhance Treg generation and provide protection from severe autoimmune disease (A–C) Naive CD4 T cells were isolated from B6 WT mice and cultured *in vitro* under iTreg polarizing conditions in the presence of PBS (vehicle) or 50 μM of NBQX. Cells were analyzed on day 3. (A) Quantification of CD4^+^Foxp3^+^ frequency. (B and C) Quantification of 41BB, GITR (B), and CD71 (C) frequency among CD4^+^Foxp3^+^ cells (mean ± SEM, ANOVA, representative of 3 independent experiments with 3–4 biological replicates per group). (D–G) B6 WT mice were immunized with CFA-MOG and injected with PTX to induce EAE. Disease monitoring began on day 7, and mice were separated into PBS and NBQX treatment groups. On day 10, treatment began with the q12 h dosing of PBS or NBQX (30 mg/kg) daily until day 17. (D) EAE paralysis scores over the course of disease in PBS and NBQX-treated mice. Quantification of (E) CD45 proportion of spinal cord infiltrates, (F) IFN*γ*, (G) IL17, (H) Foxp3^+^Rorgt^+^, and (I) Foxp3^+^ proportion among live CD4 cells from the spinal cords of PBS and NBQX-treated mice (mean ± SEM, ANOVA, representative of 3 independent experiments with 5–9 biological replicates per group). Statistical significance represented as ns > 0.05, ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001.

Next, we evaluated the effect of an AMPAR antagonist on EAE progression. To assess the therapeutic utility of AMPAR targeting in EAE, we began treatment with NBQX after EAE was established. Interestingly, NBQX treatment significantly reduced EAE disease scores and protected mice from developing severe paralysis (Figure 4D). Notably, these findings are supported by previous studies, which similarly found that NBQX treatment protected rats from developing severe EAE.^14^ However, this previous study did not evaluate the immune cell compartment and its contribution to autoimmune disease protection. Upon the evaluation of this compartment, we noted fewer total immune cells were present within the NBQX-treated spinal cords at the peak of disease (Figure 4E). Additionally, IFNγ and IL17 inflammatory cytokine expression was significantly reduced among NBQX-treated spinal cord infiltrating CD4 T cells (Figures 4F and 4G). Similar to previous findings from *in vitro* T^ΔAMPAR^ Th17 differentiation (Figure 2F), the infiltrating Foxp3^+^Rorγt^+^ CD4 population was also significantly enriched in spinal cords from NBQX-treated mice (Figure 4H). While not significant, we also observed a trend of increased Foxp3^+^ cells among spinal cord infiltrating CD4 cells from these mice (Figure 4I). Because the dosing regimen used in this experiment began *after* the disease was established, it is possible that this difference in timing may be responsible for the smaller effect relative to the genetic T cell-specific deletion of the AMPAR model. However, these data offer a preliminary indication that targeting the AMPAR in the context of autoimmunity provides therapeutic benefit, in part, by its effect on CD4 T cells.

## Discussion

Herein, we characterized a novel role of the AMPAR in regulating CD4 T cell skewing to an immunosuppressive phenotype. Specifically, we found that AMPAR deletion in T cells protected mice from severe experimental autoimmune encephalomyelitis (EAE), and this protection was associated with an enhanced effector Treg presence. We observed that AMPAR deficiency intrinsically polarized CD4 cells toward iTreg differentiation both *in vitro* and *in vivo*. AMPAR-deficient CD4 T cells exhibited increased sensitivity to IL-2 and activation of STAT5, along with enhanced mTORC1 activity, glycolysis, and lipid metabolism—key processes contributing to Treg differentiation and suppressive function.^24^^,^^46^

Glutamate is a key metabolite produced by proliferating cells and accumulates at sites of inflammation.^47^^,^^48^^,^^49^ Metabolites play a diverse and active role in coordinating tissue responses, acting as both metabolic substrates and signaling molecules that can regulate inflammation, regeneration, immunity, and repair.^50^^,^^51^ Whether the elevated level of glutamate in the inflammatory environment may have any impact on the T cell response trajectory during inflammation is an open question.

Glutamate is the primary ligand for the ionotropic AMPAR, which plays a key role in neuronal communication. Although the AMPAR is well-characterized in the nervous system, its role in T cells remains unknown. Previous work has shown that the pharmacological inhibition of the AMPAR correlated with the reduced inflammatory state or activation of T cells.^10^^,^^12^^,^^52^^,^^53^ However, these observations were largely correlative and lacked direct mechanistic insight into AMPAR function within T cells.

Our study revealed a previously unrecognized role for the AMPAR in regulating Treg differentiation and function, thereby advancing our mechanistic understanding of the anti-inflammatory effects mediated by AMPAR blockade. These insights support our hypothesis that T cell derived ionotropic AMPA receptors serve as environmental sensors of inflammation by integrating metabolite balances, such as glutamate, to coordinate the adaptive immune response. Inhibition or loss of the AMPA receptor thereby removes the brakes on Treg differentiation, which ultimately promotes immune suppression and resolution. Therefore, AMPA receptors emerge as key regulators of the immune response, linking metabolic signals to T cell fate and function.

The AMPAR is a ligand-gated ion channel that can flux Na^+^, K^+^, and Ca^2+^. Ion channels influence cellular metabolism through multiple mechanisms, including modulating membrane potential, alterations in ionic homeostasis, and ATP consumption associated with active ion transport.^54^^,^^55^^,^^56^^,^^57^^,^^58^ Beyond its canonical ionotropic functions, AMPAR may also regulate metabolism in an ion flux-independent manner. Studies in neurons have shown that the ionotropic AMPAR has “metabotropic” properties, activating ERK signaling in a PI3K/Akt dependent manner or via interaction with Lyn.^59^^,^^60^ Our findings demonstrate that AMPAR deficiency in CD4^+^ T cells leads to distinct metabolic reprogramming, underscoring a critical link between ion channel signaling and immune cell metabolism. These results position the AMPAR as a potential integrator of environmental cues and intracellular metabolic programming in T cells and highlight its potential as a therapeutic target in autoimmune disease.

Taken together, our concordant *in vitro* and *in vivo* findings strongly support the conclusion that AMPAR signaling modulates T cell metabolic programming, inhibits Treg differentiation, and ultimately contributes to the development of severe autoimmune disease.

### Limitations of the study

Although we observed a pronounced increase in Treg cell frequency among spinal cord infiltrates in the EAE model and focused our investigation on the AMPAR’s role in CD4 T cell metabolism and Treg differentiation, we cannot exclude the possibility that AMPAR-deficient CD4^+^ Tconv cells also exhibit subtle phenotypic changes that contribute to the observed protection from severe autoimmune disease. To further evaluate and strengthen our understanding of the AMPAR and its function in Treg cells, we may utilize a Foxp3-Cre model for future studies. This model may allow us to understand not only the impact of the AMPA receptor on Treg function but the relative role of these AMPAR deficient Treg cells in disease models such as EAE.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Hong Yu (; ).

### Materials availability

This study did not generate any unique reagents.

### Data and code availability

The bulk RNASeq and scRNASeq data are openly available in Gene Expression Omnibus NCBI (GEO) at https://www.ncbi.nlm.nih.gov/gds with the accession numbers GSE275380 and GSE275381. This article does not report original code. The original western blot images have been deposited at Mendeley Data: https://data.mendeley.com/datasets/vdd88gxcm6/1. Any additional information required to reanalyze the data reported in this article is available from the lead contact upon request.

## Acknowledgments

The authors would like to thank Dr. Rachel Helms and Dr. Franck Housseau for their constructive discussion of the project and editing of the article. We wish to thank Erin McCadden for her assistance in laboratory management. We would also like to acknowledge Camille Jaime for her assistance in creating the graphical abstract. The graphical abstract was created in BioRender: Mitchell-Flack, M. (2025) https://BioRender.com/xsgw5h3. This work was supported by the Bloomberg-Kimmel Institute for Cancer Immunotherapy (BKI) fund at the 10.13039/100012304Johns Hopkins School of Medicine, United States.

## Author contributions

M.M-F.: conceptualization, data curation, formal analysis, investigation, methodology, validation, visualization, writing – original draft, and writing - review and editing. M.H., Y.Z., H.N., S.S.M., and A.S.: investigation. A.T. and R.B.: methodology and investigation. H.G.: conceptualization, methodology, and investigation. B.L.: conceptualization. C.C. and M.P.: formal analysis, methodology, and software. R.H.: conceptualization, resources, and supervision. H.Y.: conceptualization, data curation, formal analysis, investigation, methodology, supervision, validation, and writing – reviewing and editing. D.P.: conceptualization, funding acquisition, project administration, resources, supervision, validation, and writing – reviewing and editing.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Anti-CD45 Brilliant Violet 650	Invitrogen	Cat# 416-0451-82
Anti-CD4 APC/Cyanine7	BioLegend	Cat# 100414; RRID: AB_312699
Ant-CD8 PerCP/Cyanine5.5	BioLegend	Cat# 140418; RRID: AB_2800651
Anti-TNFa Alexa Fluor 700	BioLegend	Cat# 506338; RRID: AB_2562918
Anti-GM-CSF APC	BioLegend	Cat# 505414; RRID: AB_2721461
Anti-IFNg Brilliant Violet 711	BioLegend	Cat# 505836; RRID: AB_2650928
Anti-IL17 PE/Cyanine7	BioLegend	Cat# 506922; RRID: AB_2125011
Anti-CD25 Brilliant Violet 605	BioLegend	Cat# 102036; RRID: AB_2563059
Anti-CD44 Alexa Fluor 700	BD Biosciences	Cat# 560567; RRID: AB_17227480
Anti-CD45RB FITC	BioLegend	Cat# 103306; RRID: AB_313013
Anti-CD62L Brilliant Violet 421	BioLegend	Cat# 104436; RRID: AB_2562560
Anti-CD69 APC-Cy7	BD Biosciences	Cat# 561240, RRID: AB_10611852
Anti-CD71 PE/Dazzle 594	BioLegend	Cat# 113818; RRID: AB_2749883
Anti-CD134 (OX-40) PE/Cyanine7	BioLegend	Cat# 119416; RRID: AB_2566155
Anti-CD137 (4-1BB) PE	Invitrogen	Cat# 17-1371-82; RRID: AB_2573162
Anti-CD357 (GITR) APC	BioLegend	Cat# 126312; RRID: AB_2271858
Anti-Tbet PE/Dazzle 594	BioLegend	Cat# 644828; RRID: AB_2565677
Anti-RorgT PE	BD Biosciences	Cat# 562607; RRID: AB_11153137
Anti-Foxp3 Alexa Fluor 488	Invitrogene	Cat# 53-5773-82; RRID: AB_763537
Anti-pSTAT5 (pY694)	BD Biosciences	Cat# 612567; RRID: AB_399858
Anti-phospho-mTOR (Ser2448)	Cell Signaling	Cat# 2971; RRID: AB_330970
Anti-mTOR	Cell Signaling	Cat# 2983; RRID: AB_2105622
Anti-pSMAD3	Cell Signaling	Cat# 9520; RRID: AB_2193207
Anti-SMAD2/3	Cell Signaling	Cat# 3102; RRID: AB_10698742
Anti-Srebp1	Abcam	Cat# ab3259; RRID: AB_303650
Anti-Srebp2	Abcam	Cat# ab32682; RRID: AB_779079
Anti-b-tubulin	Cell Signaling	Cat# 86298; RRID: AB_2715541
Anti-β-actin	Cell Signaling	Cat# 4970; RRID: 2223172
HRP-conjugated anti-mouse	Cell Signaling	Cat# 7076; RRID: AB_330924
HRP-conjugated anti-rabbit	Cell Signaling	Cat# 7074; RRID: AB_2099233
Anti-CD3e purified	Bio-X-Cell	Cat# BE0001-1;RRID: AB_1107634
Anti-CD28 purified	Bio-X-Cell	Cat# BE0015-5; RRID: AB_1107628
Anti-IL4 purified	Bio-X-Cell	Cat# BE0045, RRID: AB_1107707
Anti-IFNg purified	Bio-X-Cell	Cat# BE0055; RRID: AB_1107694

**Chemicals, peptides, and recombinant proteins**		

Mouse IL2	PeproTech	Cat# 212-12
Mouse IL-12p70	PeproTech	Cat# 210-12
Mouse IFNg	PeproTech	Cat# 315-05
Human TGFb	PeproTech	Cat# 100-21
Mouse IL6	PeproTech	Cat# 216-15
Mouse IL2	PeproTech	Cat# 212-12
BODIPY^TM^ 493/503	ThermoFisher	Cat# D3922
Filipin III	Sigma	Cat# SAE0087
Oligomycin	Sigma	Cat# 495455
Carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone (FCCP)	Sigma	Cat# SML2959
Rotenone	Sigma	Cat# 45656
Antimycin	Sigma	Cat# A8674
2-Deoxy-D-glucose (2-DG)	Sigma	Cat# D8375
PMA	Sigma	Cat# P1585
Ionomycin	Sigma	Cat# 19657
GolgiPlug	BD Biosciences	Cat# 555029
Cell counting bead	Spherotech	Cat# pp-50-10
CellTrace violet dye	Invitrogen	Cat# C34571
RIPA buffer	Sigma	Cat# RO278
Protease inhibitor cocktail	ThermoFisher	Cat# 78440
4-15% Mini-Protean TGX SDS-PAGE gels	Biorad	Cat# 4561085

**Critical commercial assays**		

EAE Induction Kits	Hooke	Cat# EK-2110
eBioscience™ Foxp3/Transcription Factor Staining Buffer Set	Invitrogen	Cat# 00-5523-00
Live/Dead Fixable Aqua Dead Cell Stain Kit	Invitrogen	Cat# L34957
Live/Dead Fixable near-IR Dead Cell Stain Kit	Invitrogen	Cat# L34975
Naive CD4^+^ T cell Isolation Kit, mouse	Miltenyi Biotec	Cat# 130-104-453
Total CD4^+^ T cell Isolation Kit, mouse	Miltenyi Biotec	Cat# 130-104-454
CD4^+^CD25^+^ Regulatory T cell Isolation Kit, mouse	Miltenyi Biotec	Cat# 130-091-041
CD8 T cell Isolation Kit, mouse	Miltenyi Biotec	Cat# 130-117-044
Dynabead mouse-T activator CD3/28 bead	Gibco	Cat# 11456D
RNeasy Micro Kit	Qiagen	Cat# 70004
High-Capacity cDNA Reverse Transcription Kit	ThermoFisher	Cat# 4368814
PowerUp SYBR Green Master Mix	ThermoFisher	Cat# A25780
Pierce BCA assay	ThermoFisher	Cat# 23225
PVDF membrane	Biorad	Cat# 1620177
SuperSignal ECL west femto	ThermoFisher	Cat# 34095

**Deposited data**		

Bulk RNA-seq data	Original data	GEO GSE275380
scRNA-seq data	Original data	GSE275381

**Experimental models: Organisms/strains**		

Mouse: CD4Cre	The Jackson Laboratory	strain# 022071
Mouse: Rag2KO	The Jackson Laboratory	strain# 008449
Mouse: B6 CD45.1	The Jackson Laboratory	Strain# 002014
Mouse: C57Bl/6J	The Jackson Laboratory	Strain# 000664
Mouse: GluA1 *fl/*fl, GluA2 *fl/fl*, and GluA3 *fl/fl*	Richard Huganir	N/A

**Oligonucleotides**		

Gria2 Forward: TAC GAG TGG CAC ACT GAG GA	This paper	N/A
Gria2 Reverse: CCC AGA GAG AGA TCT TGG CGA	This paper	N/A
Gria3 Forward: AAG AAC CTC GTG ACC CAC AA	This paper	N/A
Gria3 Reverse: CGC CCA GAA AGT GAT CTT GGA G	This paper	N/A
*Srebf1*Forward: GCAGCCACCATCTA GCCTG	This paper	N/A
*Srebf1*Reverse: CCCCATGACTAAGTCC TTCAACT	This paper	N/A
*Srebf2* Forward: GCAGCAACGGGA CCATTCT	This paper	N/A
*Srebf2* Reverse: CCCCATGACTAAGTC CTTCAACT	This paper	N/A
*Hmgcr* Forward: AGCTTGCCCGAATT GTATGTG	This paper	N/A
*Hmgcr* Reverse: TCTGTTGTGAACCAT GTGACTTC	This paper	N/A
*Acaca* Forward: ATGGGCGGAATGGT CTCTTTC	This paper	N/A
*Acaca* Reverse: TGGGGACCTTGTCT TCATCAT	This paper	N/A
*Fasn* Forward: GGAGGTGGTGATAG CCGGTAT	This paper	N/A
*Fasn* Reverse: TGGGTAATCCATAGA GCCCAG	This paper	N/A
*Sqle* Forward: ATAAGAAATGCGG GGATGTCAC	This paper	N/A
*Sqle* Reverse: ATATCCGAGAAGG CAGCGAAC	This paper	N/A

**Software and algorithms**		

Prism	Prism	Prism
FlowJo	FlowJo™ v10.8 software	Becton, Dickinson and Company
ImageJ	ImageJ^61^	https://doi.org/10.1038/nmeth.2089
BioRender	Created in BioRender. Mitchell-flack, M. (2025) https://BioRender.com/xsgw5h3	https://biorender.com

### Experimental model and study participant details

#### Mice

GluA1 *fl*/fl, GluA2 *fl*/*fl*, and GluA3 *fl/fl* mice were generated as previously described and generously provided by Dr. Richard Huganir.^17^^,^^19^^,^^62^ Homozygous GluA1/2/3 *fL/fL* CD4Cre negative littermate control mice are referred to as wild-type (WT). Homozygous GluA1/2/3 *fL/fL* CD4Cre positive mice are referred to as T^ΔAMPAR^ mice. CD4 Cre recombinase (strain# 022071), Rag2^−/−^ (strain# 008449), B6 WT CD45.1 (strain# 002014), and C57Bl/6J (B6 WT) (strain# 000664) mice were obtained from the Jackson Laboratory and maintained by breeding in house. Both male and female mice were used in all experiments, and no significant sex-associated differences were observed. All mouse colonies were maintained in accordance with the guidelines of Johns Hopkins University and the institutional animal care and use committee.

### Method details

#### EAE induction, scoring, and assessment

EAE was induced in nine to twelve weeks old female mice by subcutaneous injection of 200 μg MOG_35–55_ peptide (100 μg/flank) emulsified in Complete Freund’s Adjuvant (CFA) into the flanks at two different sites (Hooke Laboratories, EK-2110). In addition, the mice received 200 ng pertussis toxin (PTX) (Hooke Laboratories, EK-2110) intraperitoneally at the time of immunization and 24 h later. For AMPAR inhibitor EAE studies, beginning on day 10 mice were dosed twice daily every 12 h with 30 mg/kg NBQX or PBS. Body weight was measured daily beginning on day 7 until the day of harvest. Clinical signs of EAE were assessed daily beginning on day 7 until end of experiment according to a 5-point scale (Hooke Laboratories, EK-2110): no obvious changes in motor function, 0; tip of tail is limp, 0.5; limp tail, 1; limp tail plus hindlimb inhibition, 1.5; limp tail and weakness of hind limbs, 2; limp tail and dragging of hind limbs (legs have some movement but both are dragging at the feet), 2.5; limp tail and complete paralysis of hind limbs, 3; limp tail and complete paralysis of hind limbs and mouse has difficulty turning over, 3.5; limp tail, complete hindlimb, and partial front limb paralysis, 4; complete hind and partial front limb paralysis, no movement around cage, 4.5; moribund or death due to paralysis, 5. At the time of harvest, draining lymph nodes were isolated and homogenized to single-cell suspensions and analyzed according to flow cytometry methods. Spinal cords were isolated and a Percoll (Sigma, P1644) gradient was performed to enrich for leukocytes as described previously and analyzed according to flow cytometry methods. For single cell RNA sequencing, spinal cords were isolated (5 mice/group) and a Percoll (Sigma, P1644) gradient was performed to enrich for leukocytes. Enriched leukocytes were pooled by group and stained for by Live/Dead Fixable Aqua Dead Cell Stain Kit (Invitrogen, L34957) and anti-CD4 (RM4-5). Pooled samples were then sorted by FACS on live CD4^+^ positive populations. Cells were washed and resuspended in complete RPMI and submitted to the Johns Hopkins Single Cell & Transcriptomics Core for processing and sequencing.

#### Single cell RNA sequencing (scRNAseq)

Cell counts and viability were determined using the Cell Countess 3 with Trypan Blue. A maximum volume of 86.4 μL/sample was used for processing to target up to 20,000 cells. Cells were combined with RT reagents and loaded onto 10X Next GEM Chip M along with 3′ HT gel beads. The NextGEM protocol was run on the 10X Chromium X to create GEMs (gel bead in emulsion), composed of a single cell, gel bead with unique barcode and UMI primer, and RT reagents. 180 uL of emulsion is retrieved from the chip, split into 2 wells, and incubated (45 min at 53C, 5 min at 85C, cool to 4C), generating barcoded cDNA from each cell. The GEMs are broken using Recovery Agent and cDNA is cleaned, following manufacturer’s instructions using MyOne SILANE beads. cDNA is amplified for 11 cycles (3 min @ 98°C, 11 cycle: 15 s @98°C, 20 s @63°C, 1 min @72°C; 1 min @ 72°C, cool to 4°C). Samples are cleaned using 0.6X SPRIselect beads. QC is completed using Qubit and Bioanalyzer to determine size and concentrations. 10 uL of amplified cDNA is carried into library prep. Fragmentation, end repair and A-tailing are completed (5 min @ 32°C, 30 min @ 65°C, cool to 4°C), and samples are cleaned up using double sided size selection (0.6X, 0.8X) with SPRIselect beads. Adaptor ligation (15 min @ 20°C, cool to 4°C), 0.8X cleanup and amplification are performed, with PCR using unique i7 index sequences. Libraries undergo a final cleanup using double sided size selection (0.6X, 0.8X) with SPRIselect beads. Library QC is performed using Qubit, Bioanalyzer and KAPA library quantification qPCR kit. Libraries are sequenced on the Illumina NovaSeq 6000 using v1.5 kits, targeting 50K reads/cell, at read lengths of 28 (R1), 8 (i7), 91 (R2). Demultiplexing and FASTQ generation is completed using Illumina’s BaseSpace software. Sample preparation and sequencing completed by Dr. Tyler J. Creamer and Linda Orzolek of the Johns Hopkins Single Cell & Transcriptomics Core.

#### scRNAseq analysis

Fastq files were processed using Cellranger version 7.0.0. In addition to the automated filtering in Cellranger, cells were further filtered on UMI (>500), number of expressed genes (>25), and contribution of mitochondrial RNA to reads (<25%). Seurat v4.3.0^63^ was use for normalization, variable features selection, scaling, principal component analysis, UMAP^64^ and clustering. Sets of genes associated with technical artifact or variance were removed prior to all analyses. Clusters of contaminant cells that passed filter were selected and removed prior to re-analysis of the data. Mann-Whitney U test was used for differential expression. fgsea v1.24.0^65^ was used for gene set enrichment analysis using -log(p) ∗ sign(fc) as the ranking metric with gene sets selected from the Molecular Signatures Database.^66^ Running enrichment plots show the true data (blue line) together with 100 random permutations of the gene ranks (gray lines) representing the null distribution.

#### Cell isolation and *in vitro* culture

For homeostasis studies, thymus, lymph node, and spleen were isolated from mice and single cell suspensions were prepared prior to flow cytometry staining and analysis. Naive CD4 cells were isolated from the spleen and peripheral lymph node by a magnetic bead-based purification according to the manufacturer’s instructions (Miltenyi Biotech, 130-104-453). Purified naive CD4 cells were stimulated with plate-bound 5 μg/ml anti-CD3ε (Bio-X-Cell, BE0001-1) and soluble 2 μg/ml anti-CD28 (Bio-X-Cell, BE0015-5) for 3 days, in RPMI1640 medium (Gibco, 11875093) supplemented with 10%FBS, HEPES, penicillin/streptomycin, MEM Non-Essential Amino Acids, and β-mercaptoethanol unless otherwise noted. For AMPAR inhibitor *in vitro* studies, cells were cultured in the presence of 50 μM NBQX or solvent control PBS. For *ex vivo* MOG_35-55_ restimulation, draining lymph node cells were plated with 50 μg/mL MOG_35-55_ peptide (protocol adapted from^67^). For Th1 cell differentiation, cells were stimulated in the presence of 10 ng/mL mouse IL2 (PeproTech, 212-12), 10 ng/mL mouse IL-12p70 (PeproTech, 210-12), 10 ng/mL mouse IFNγ (Peprotech, 315-05), 5 μg/ml anti-IL4 antibody (Bio X Cell, BE0045). For Th17 cell differentiation, cells were stimulated in the presence of 5 ng/mL TGFβ (PeproTech, 100-21), 20 ng/mL IL6 (PeproTech, 216-16), 5 μg/mL anti-IFNγ antibody (Bio X Cell, BE0055), and 5 μg/mL anti-IL4 antibody (Bio X Cell, BE0045). For iTreg cell differentiation, cells were stimulated in the presence of 10 ng/mL mouse IL2, 10 ng/mL human TGFβ (PeproTech, 100-21), 10 μg/mL anti-IL4 antibody, and 10 μg/mL anti-IFNγ antibody.

#### Quantitative RT-PCR

RNA was isolated using the RNeasy Micro Kit (Qiagen, 70004) following the manufacturer’s instructions. RNA was converted to cDNA using the High-Capacity cDNA Reverse Transcription Kit (ThermoFisher Scientific, 4368814) according to the manufacturer’s instructions. The primers of murine genes were purchased from Integrated DNA Technology (IDT). qPCR was performed using the PowerUp SYBR Green Master Mix (ThermoFisher Scientific, A25780) and the Applied Biosystems StepOnePlus 96-well real-time PCR system. ΔΔCt values were normalized to βactin RNA, and the relative quantification of gene expression ratio is shown in comparison with the control. Primers used for *Gria2* were: TAC GAG TGG CAC ACT GAG GA (forward); CCC AGA GAG AGA TCT TGG CGA (reverse) and for *Gria3* were: AAG AAC CTC GTG ACC CAC AA (forward); CGC CCA GAA AGT GAT CTT GGA G (reverse). Primers for the mevalonate pathway include: *Srebf1*; GCAGCCACCATCTAGCCTG (forward) and CAGCAGTGAGTCTGCCTTGAT (reverse), *Srebf2*; GCAGCAACGGGACCATTCT (forward) and CCCCATGACTAAGTCCTTCAACT (reverse), *Hmgcr*; AGCTTGCCCGAATTGTATGTG (forward) and TCTGTTGTGAACCATGTGACTTC (reverse), *Acaca*; ATGGGCGGAATGGTCTCTTTC (forward) and TGGGGACCTTGTCTTCATCAT (reverse), *Fasn*; GGAGGTGGTGATAGCCGGTAT (forward) and TGGGTAATCCATAGAGCCCAG (reverse), *Sqle*; ATAAGAAATGCGGGGATGTCAC (forward) and ATATCCGAGAAGGCAGCGAAC (reverse).

#### Flow cytometry

To assess live/dead cell staining, cells were stained with Live/Dead Fixable Aqua Dead Cell Stain Kit (Invitrogen, L34957) or near-IR (Invitrogen, L34975) for 20 min at room temperature. Surface staining was performed at 4°C for 15 min. To assess intracellular staining, cells were fixed and permeabilized for 30 min minimum at room temperature using the Foxp3/Transcription Factor Staining Buffer Set (eBioscience, 00552300). If cytokine expression was assessed, cells were stimulated with PMA (Sigma, P1585) and ionomycin (Sigma, 19657) in the presence of GolgiPlug (BD, 555029) prior to fixation and permeabilization unless otherwise noted. Stained cells were resuspended in 0.5% PFA and kept at 4°C until acquisition. The following antibodies were used: anti-CD3 (17A2), anti-CD4 (RM4-5), anti-CD8a (53–6.7), anti-CD25 (PC61), anti-CD45.1 (A20), anti-CD45.2 (104), anti-CD62L (MEL-14), anti-PD1 (29F.1A12), anti-IFNγ (XMG1.2), anti-IL17a (TC11-18H10.1), anti-TNFα (MP6-XT22), anti-Tbet (4B10), anti-Ki67 (16A8), anti-Rorγt (Q31-378), anti-GMCSF (MP1-22E9), anti-pSTAT5 (A17016B.Rec), anti-CD71 (RI7217), and anti-CD357/GITR (DTA-1) were purchased from Biolegend. Anti-CD44 (IM7), anti-CD45 (30-F11), anti-CD69 (H1.2F3) were purchased from BD Bioscience. Anti-Foxp3 (FJK-16s) and anti-CD137/4-1BB (17B5) were purchased from eBioscience. Cell counts were determined by the addition of cell counting beads (Spherotech, PP-50-10). Flow cytometry data was acquired using a BD Celesta (BD Biosciences). Data were analyzed using FlowJo (Tree Star) software.

#### Assessing pTreg generation induction in a T cell transfer model

CD4 T cells from WT (GluA1/2/*3 fL/fL Cre* negative control) and T^ΔAMPAR^ (GluA1/2/*3 fL/fL Cre* positive) were isolated and enriched from pooled lymph nodes and spleens by negative selection total CD4 magnetic bead kit (Miltenyi Biotech, 130-104-454). Naive CD4 cells were then flow sorted by CD4^+^, CD45RB^hi^, CD62L^+^, CD44^−^, CD25^−^. 4 × 10^5^ naive T cells were injected intraperitoneally (*i.p*.) into lymphopenic Rag2^−/−^ mice. pTreg generation was assessed by the isolation and intracellular Foxp3 staining of mesenteric lymph node, peripheral lymph node, and spleen cells at week 3 post-transfer.

#### *In vitro* iTreg suppression assay

Naive CD4 cells were isolated from WT (GluA1/2/*3 fL/fL* Cre negative control) and T^ΔAMPAR^ (GluA1/2/3 *fL/fL* Cre positive) lymph nodes and spleens using magnetic bead-based purification according to the manufacturer’s instructions (Miltenyi Biotech, 130-104-453). Cells were plated in iTreg differentiation conditions as described above for 3 days. For the suppression assay, C57Bl/6 CD8 T cells were isolated from lymph nodes and spleens using a magnetic bead-based purification kit according to the manufacturer’s instructions (Miltenyi Biotech, 130-117-044). Isolated CD8 T cells were then incubated in 5uM CellTrace violet dye (Invitrogen, C34571) for 20 min at 37°C. CTV-labeled CD8 T cells were washed twice in 1X PBS (Quality Biological, 114-058-101) supplemented with 1% FBS and 2 mM EDTA to remove excess dye. Dynabead mouse-T activator CD3/28 beads (Gibco, 11456D) were added to the CTV-labeled CD8 T cell suspension at a final ratio of 2 beads:1 cell. Unlabeled CD4 cells under iTreg differentiation culture were harvested, counted, and co-cultured with CTV-labeled CD8 T cells at ratios of 2:1, 1:1, 1:2, 1:4, 1:8, 1:16 iTreg:CD8 T cell in a round bottom 96 well plate. Unstimulated CTV-CD8 T cells were plated as a negative control and stimulated CTV-CD8 T cells were plated as a positive control. Proliferation of CTV-labeled CD8 T cells was determined by flow cytometry 3 days after co-culture.

#### *In vivo* suppression assay

nTregs were isolated and enriched from lymph nodes and spleens from WT and T^ΔAMPAR^ mice using a magnetic bead-based purification according to the manufacturer’s instructions (Miltenyi Biotech, 130-091-041). Naive CD4 cells were isolated from B6 WT 45.1 lymph nodes and spleens using magnetic bead-based purification according to the manufacturer’s instructions (Miltenyi Biotech, 130-104-453). Cells were then mixed at a 4:1 naive CD4 to nTreg ratio for WT and T^ΔAMPAR^ groups and adoptively transferred retroorbitally (*r.o.*) into Rag2^−/−^ host mice. Host mice were sacrificed 7 days after transfer and spleens were isolated and quantified as described.^33^ Splenocytes were further subjected to flow cytometry staining and analysis.

#### Bulk RNAseq and data analysis

WT (GluA1/2/*3 fL/fL Cre* negative control) and T^ΔAMPAR^ (GluA1/2/*3 fL/fL Cre* positive) naive CD4 T cells were activated and cultured under iTreg polarizing conditions for 3 days as previously described. WT and T^ΔAMPAR^ T cells were counted by trypan blue and frozen at ∼1 × 10^6^ cells/sample in 300 μL RNAprotect buffer (QIAGEN, 76526). Samples were pooled and duplicate samples per group were sequenced. RNA-sequencing analysis was performed by Admera Health (South Plainfield, NJ). Next Gen sequencing libraries were prepared using the NEBNext Ultra II Non-Directional RNA Library Prep Kit for Illumina (New England BioLabs Inc., Massachusetts, USA) according to the manufacturer’s recommendations. Final libraries quantity was assessed by Qubit 2.0 (ThermoFisher, Massachusetts, USA) and quality was assessed by TapeStation HSD1000 ScreenTape (Agilent Technologies Inc., California, USA). Final library size was about 450 bp with an insert size of about 300 bp. Illumina 8-nt dual-indices were used. Equimolar pooling of libraries was performed based on QC values and sequenced on an Illumina: Novaseq S4 (Illumina, California, USA) with a read length configuration of 150 PE for 40M PE reads per sample (20M in each direction). FastQC v0.11.8 was used to check the quality of raw reads. Trimmomatic (version 0.38) was used to cut adaptors and remove low quality bases. The clean reads were then mapped onto hg38 using STAR Aligner version 2.7.1a. FeatureCounts version 1.6.0 was used to count the number of mapped reads in genes. Picard (version 2.20.4) (https://broadinstitute.github.io/picard/) was used to collect metrics on the distribution of the bases within the transcripts in order to check mapping quality. StringTie version 2.0.4 was used to calculate FPKM (Fragments Per Kilobase per Million reads mapped) values. R package DESeq2 version 1.26.0 was used to find out the differentially expressed genes (DEG). GSEA was performed using public gene sets (HALLMARK, KEGG, and GO).^68^

#### Western blot

Pellets were lysed in RIPA buffer (Sigma, RO278) supplemented with a protease inhibitor cocktail (Thermo Scientific, 78440. Protein quantification was determined by a Pierce BCA assay (Thermo Scientific, 23225) and normalized across samples. Samples were run on 4–15% Mini-Protean TGX SDS-PAGE gels (Biorad, 4561085) and transferred to methanol-activated PVDF membranes (Biorad, 1620177). Immunoblot was performed using a standard protocol. Probes included: anti-pSMAD3 (Cell signaling, 9520), anti-total SMAD2/3 (Cell signaling, 3102), anti-pmTOR (Cell signaling, 2971), anti-total mTOR (Cell signaling, 2983), anti-Srebp1 (Abcam, ab3259), anti-Srebp2 (Abcam, ab30682), anti-β-tubulin (Cell signaling, 86298) and anti-β-actin (Cell signaling, 4970). Secondary antibodies were HRP-conjugated anti-mouse (Cell signaling, 7076) and anti-rabbit (Cell signaling, 7074). SuperSignal ECL west femto was used for development of blots (Thermo Scientific, 34095). Densitometry analysis was performed using ImageJ.^61^

#### Metabolic studies

For fatty acid and cholesterol content, cells were stained for flow cytometry with BODIPY 493/503 (Thermo Fisher, D3922) and Filipin III (Sigma, SAE0087), respectively. For the metabolomic study, *in vitro* differentiated WT and T^ΔAMPAR^ iTreg cells were submitted to Metware Biotechnology for widely targeted metabolomics. Real-time measurements of extracellular acidification rate (ECAR) and oxygen consumption rate (OCR) were performed using an XFe-96 Bioanalyzer (Agilent Technologies). T cells (2 × 10^5^ cells per well; minimum of four wells per sample) were spun into previously poly-*d*-lysine-coated 96-well plates (Seahorse) in complete RPMI-1640 medium. ECAR was measured in RPMI medium in basal condition and in response to 25 mM glucose, 1 μM oligomycin, and 50 mM of 2-DG (all from Sigma Aldrich). OCR was measured in RPMI medium supplemented with 25 mM glucose, 2 mM L-glutamine, and 1 mM sodium pyruvate, under basal condition and in response to 1 μM oligomycin, 1.5 μM of carbonylcyanide-4-(trifluoromethoxy)-phenylhydrazone (FCCP) and 1 μM of rotenone and antimycin (all from Sigma Aldrich).

### Quantification and statistical analysis

All numerical data were processed using Graph Pad Prism 7. Data are expressed as the mean ± the SEM, or as stated. Statistical comparisons were made using an unpaired Student’s t test or ANOVA with Šídák’s multiple comparison tests where 0.05 was considered significant and a normal distribution was assumed. The *p* values are represented as follows: ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001.

# Supplementary material for: The ionotropic AMPA receptor contributes to autoimmunity via altered regulatory T cell differentiation
**Source:** iScience. 2025 Nov 27;29(1):114267. doi: 10.1016/j.isci.2025.114267
**Supplement:** Document S1. Figures S1–S3

## **Supplemental information**

### **The ionotropic AMPA receptor contributes to autoimmunity via altered regulatory T cell differentiation**

**Marisa Mitchell-Flack, Makenzie Higgins, Ying Zheng, Ada Tam, Hana Goldschmidt, Hiroshi Nishio, Bian Liu, Christopher M. Cherry, Michael Patatanian, Richard Blosser, Sung Soo Mun, Aditya Suru, Richard Haganir, Hong Yu, and Drew Pardoll**

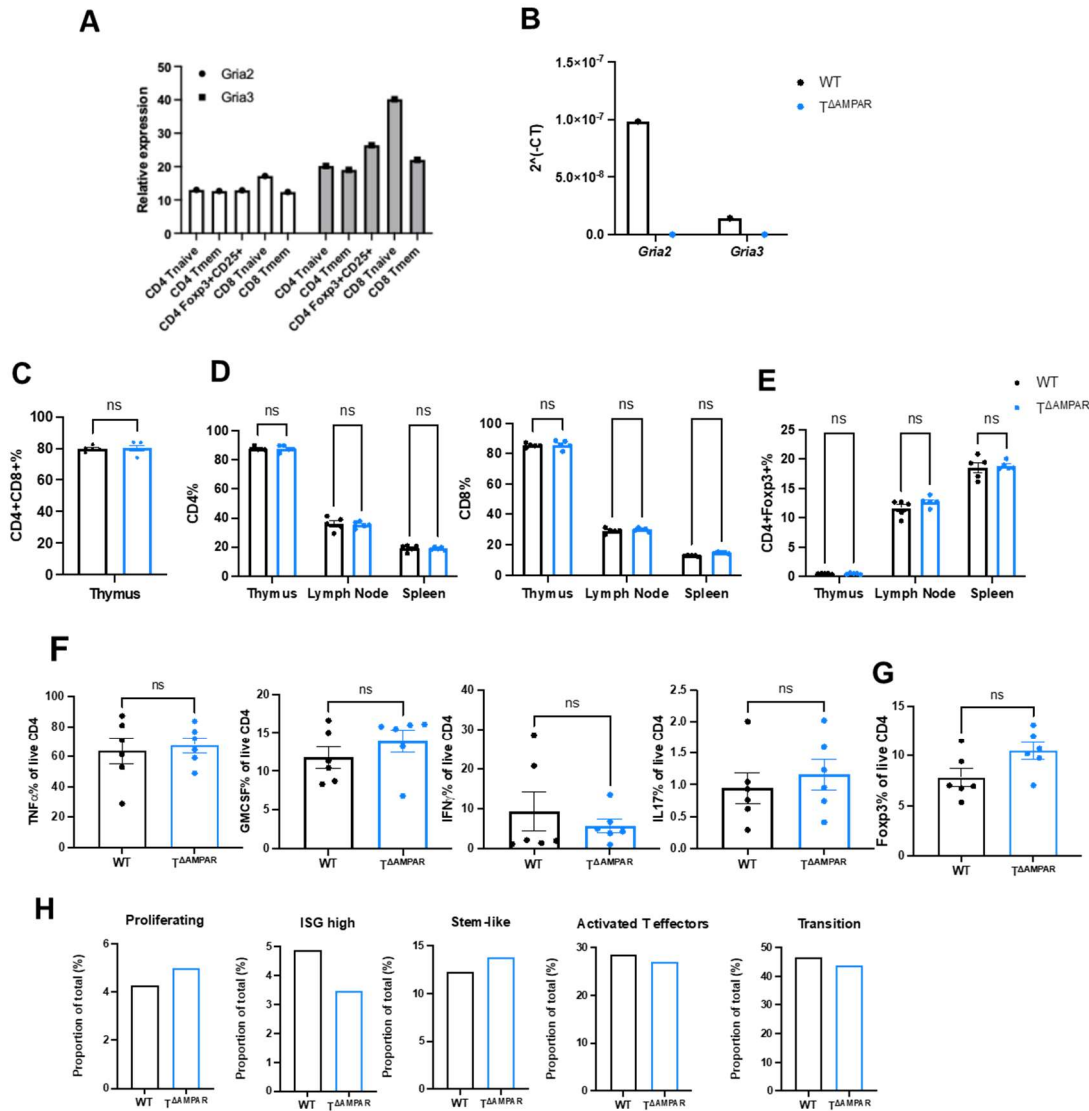

**Figure S1:** T $\Delta$ AMPA mice develop normally and have normal Th subsets within lymph nodes during EAE (related to Figure 1).

(A-B) Gria2 and Gria3 expression. (A) Gria2 and Gria3 mRNA expression in different T cell populations in mice. Data from Immunological Genome Project (ImmGen). (B) Gria2 and Gria3 mRNA expression relative to  $\beta$ -Actin in WT and T $\Delta$ AMPA CD4 cultured under iTreg condition quantified by qPCR (mean, representative of 2 independent experiments).

(C-E) T cell frequencies at homeostasis among thymus, lymph node, and spleen in WT and T $\Delta$ AMPA mice quantified by flow cytometry. (C) Quantification of CD4+CD8+ double positive frequency in thymus. (D) Quantification of CD4+ and CD8+ frequency, and (E) CD4+Foxp3+ frequency in thymus, lymph node, and spleen (mean  $\pm$  SEM, ANOVA, representative of 2 independent experiments with 3-7 biological replicates per group).

(F-G) Draining lymph nodes (inguinal) from the CFA-MOG injection site were isolated on day 15. Quantification of frequency of CD4+ (F) TNF $\alpha$ , GM-CSF, IFN $\gamma$ , IL17, and (G) Foxp3 (mean  $\pm$  SEM, ANOVA, representative of more than 3 independent experiments with 4-6 biological replicates per group).

(H) Proportions of WT and T $\Delta$ AMPA CD4 T cells identified within scRNAseq clusters depicted in Fig. 1F. Statistical significance is represented as ns > 0.05.

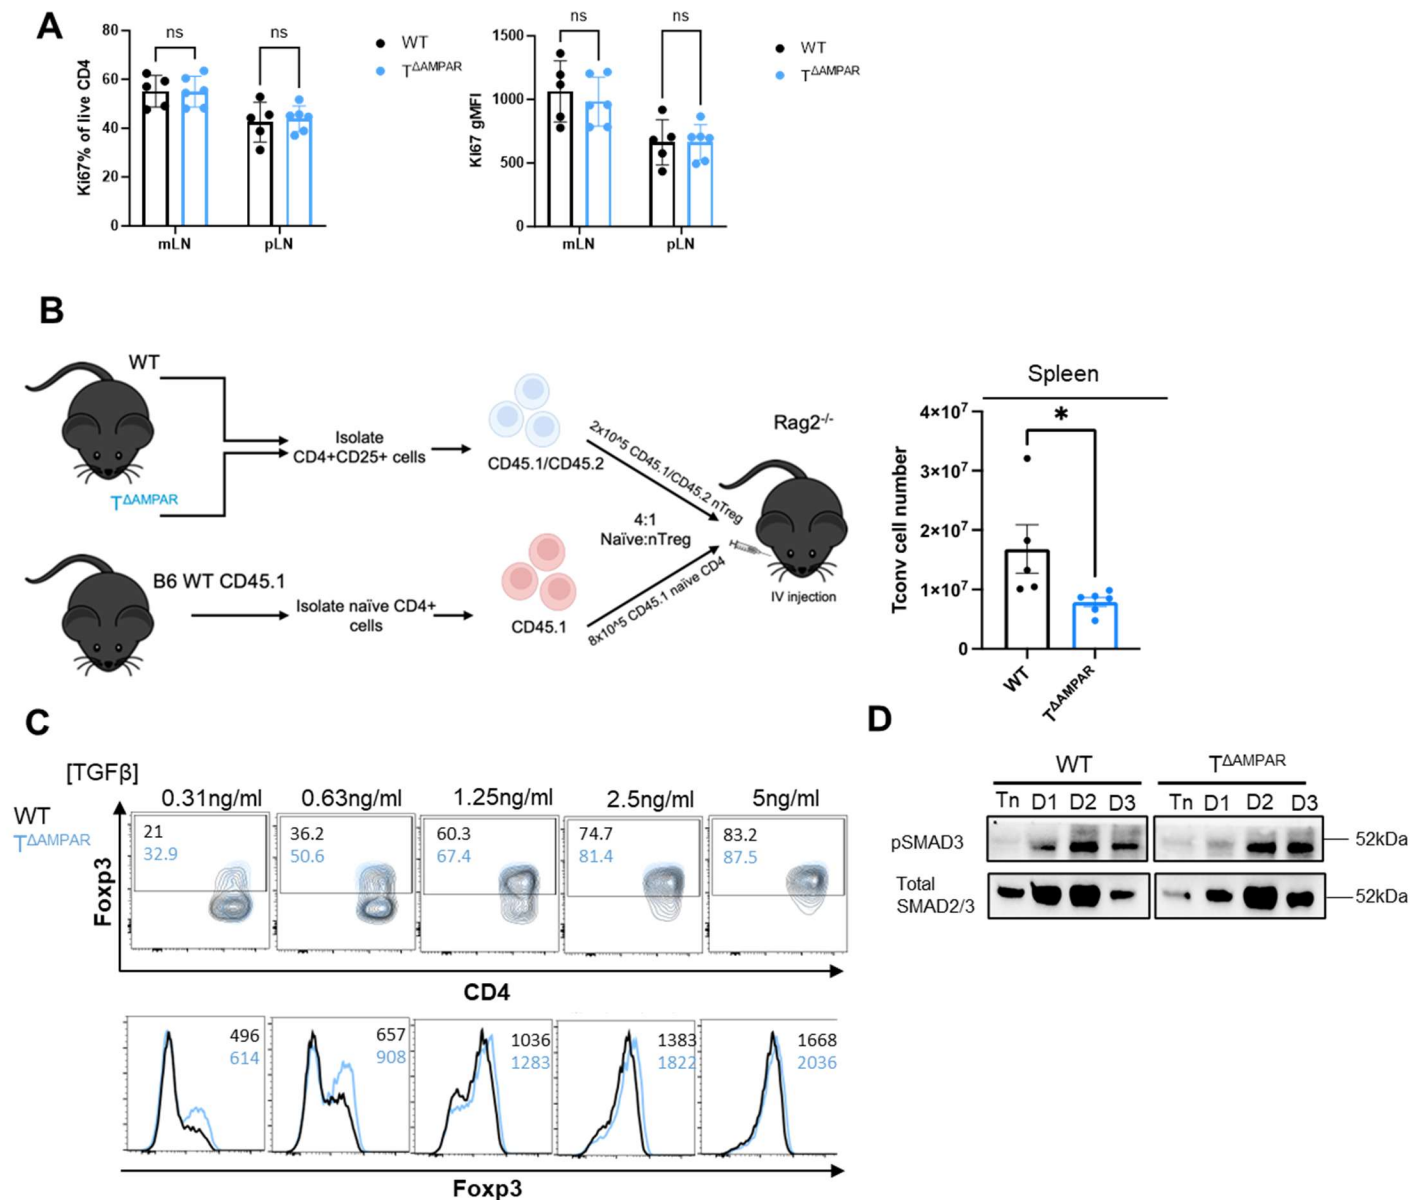

**Figure S2:**  $T^{\Delta AMPAR}$  Treg differentiation, function, and signaling (related to Figure 2 and 3)

**(A)** Naïve CD4 T cells were isolated from WT and  $T^{\Delta AMPAR}$  mice and adoptively transferred to Rag2<sup>-/-</sup> mice. Representative quantification of Ki67 frequency of live CD4 (left) and gMFI (right) from week 3 harvested mLN and pLN (mean  $\pm$  SEM, ANOVA, representative of 3 independent experiments).

**(B)** nTregs were isolated from WT and  $T^{\Delta AMPAR}$  CD45.1/CD45.2 mice and naïve CD4 T cells were isolated from WT CD45.1 mice. For each group, cells were combined at a ratio of 4:1 naïve CD4:nTreg and co-transferred into Rag2<sup>-/-</sup> mice. Cells were recovered from the spleens of Rag2<sup>-/-</sup> mice on day 7. Representative experimental protocol (left) and quantification (right) of cell number of WT CD45.1 CD4 cells is depicted (mean  $\pm$  SEM, ANOVA, representative of 3 independent experiments).

**(C)** WT and  $T^{\Delta AMPAR}$  naïve CD4 T cells were cultured under iTreg conditions with a titration of TGF $\beta$ . Representative flow plots (top) and histograms (bottom) of Foxp3 expression depicted from low to high concentrations of TGF $\beta$  (left to right).

**(D)** Immunoblot for phosphorylated SMAD3 (pSMAD3) in WT and  $T^{\Delta AMPAR}$  CD4<sup>+</sup> naïve T cells and cells collected on day 1, 2, and 3 of in vitro iTreg differentiation (representative of two independent experiments).

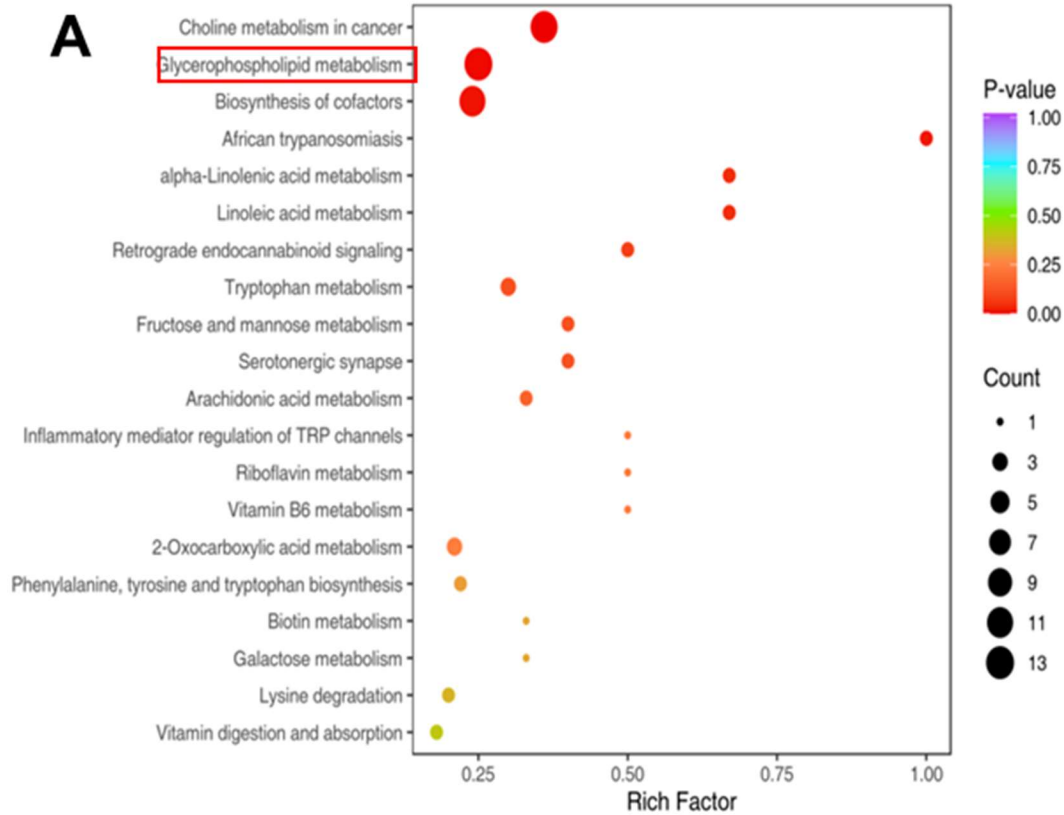

**Figure S3:** Enhanced  $T^{\Delta AMPAR}$  iTreg differentiation and function is associated with upregulation of lipid metabolism (related to Figure 3)

**(A)** KEGG pathway enrichment diagram of differential metabolites generated from untargeted metabolomic detection of WT and  $T^{\Delta AMPAR}$  CD4 cells under iTreg culturing conditions.

How the deposited data were processed for this re-analysis (not part of the article)

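Bulk RNA sequencing of 2 WT and 2 T ΔAMPAR libraries of CD4 T cells at day 3 of iTreg culture was used. The authors trimmed the reads with Trimmomatic, aligned them with STAR, counted them on genes with featureCounts, and deposited raw counts per gene for each library. The deposited counts were whole numbers, each gene was listed once, and every listed row was a gene. The methods do not state whether read pairs were counted as 1 fragment or as separate reads. They name a non-directional library kit, whose reads do not tell the strands apart, so counts of overlapping and antisense genes are uncertain. Gene names and coordinates came from GENCODE M21 (GRCm38), which held 100% of the 55536 listed genes. Where a symbol had more than 1 entry, the entry with the highest mean count was used.

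Total counts were 37713974 and 63552293 in WT and 38673762 and 40014875 in T ΔAMPAR. A gene with 0 counts may have had up to 3 counts, which corresponds to 0.0892 and 0.0534 CPM in WT and 0.0677 and 0.0679 CPM in T ΔAMPAR. Such limits cover counting error only, since the reads carried no molecular identifiers. All 4 libraries entered each comparison, with the group as the only term.

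Genes were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr with the group, TMM normalization, estimateDisp, glmQLFit with robust=TRUE, glmQLFTest), with a Benjamini-Hochberg adjusted p-value under 0.05 as the threshold. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Folds against a group at or under 3 counts in each library were given as lower bounds against 3 counts. If both mates of a read pair were counted separately, 0 fragments allow up to 6 counts, and these bounds are given against 6 counts too. Gene lists were tested with camera in limma 3.58.1. The 9 hand-written lists were cholesterol synthesis, fatty acid synthesis, glycolysis, mTORC1 targets, IL-2/STAT5 targets, TGFβ targets, Treg signature, LXR targets and proliferation. The genes of Fig. 3K were tested outside this family, and so were the B cell, CD8 T cell, myeloid and erythroid markers. Lists of ribosomal protein genes and of other 5′TOP mRNAs (mRNAs with a terminal oligopyrimidine tract) were added after seeing the data. The public gene sets of the paper's GSEA were not used here.

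In 200 genes with simulated 2-fold changes, 95.5% were called by edgeR over 15062 genes and 92.5% by DESeq2 over 15491 genes, and 2.05% and 2.63% of the calls were unchanged genes. A planted list raised 1.5-fold had a relative median log2 fold change of 0.57 over 15061 genes, and 0 of the 9 unchanged lists passed an unadjusted p of 0.05. Each gene was simulated independently, so this does not test the preset correlation for lists whose genes vary together. A planted length trend with a rank correlation of 0.79 fell to 0.00165 after the correction over 14993 genes. The relative median of the planted list was 0.47 after the correction, so the correction can also shrink a real change.

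The genes named in the text were chosen by a rule set before the data were examined. They were Gria1 to Gria4, the genes of Fig. 3K, Acaca, genes of proteins that the paper measured in iTreg cultures or names as effector Treg genes, sex markers, up to 3 members per list and direction with an adjusted p under 0.05, and the 5 largest rises and 5 largest falls among called genes with a mean of at least 1 CPM and no overlap between groups. Other genes are said to have been named after their values were seen. Some genes that the rule covers are not reported here by name.

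The alternatives set before the data were examined were median-of-ratios, upper-quartile and library-size scaling, no filter on low counts, at least 10 counts in every library, DESeq2 1.42.0, robust=FALSE, glmTreat against fold changes of 1.2 and 1.5, protein-coding genes only, fry, camera with an estimated correlation, fgsea 1.28.0 with 2 rankings, Reactome sets, mTORC1 targets with sterol and fatty acid genes, and leaving out each library. DESeq2 statistics were passed to camera's preranked form for the lists. A correction of each library for a loess trend with exon length and GC content, and counts halved and rounded down, were added after seeing the data. Sharing between genes was measured as the percent of the 100-base stretches of a gene's longest transcript that occur in transcripts of another gene.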

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

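All tests in this part were chosen after the counts of these genes were seen, except the search for sequence shared with other genes. Groups of 2 are too small for a search for outlying samples. A pair of neighbouring genes that the paper does not discuss had counts in T ΔAMPAR and 0 in both WT libraries. Gm33707, a processed pseudogene on chromosome 3 of GRCm38 from 60769887 to 60770455, had 625 and 423 counts in T ΔAMPAR, a mean of 11.8 CPM, which is at least 166-fold above WT. Gm38326, a lincRNA on the same chromosome from 60788361 to 60794730 that was named after its values were seen, had 40 and 39 counts, a mean of 0.893 CPM, at least 12.5-fold above WT. If both mates of a read pair were counted, 0 fragments allow up to 6 counts and these bounds are 83.025-fold and 6.26-fold. With 17905 bases and 0 annotated genes between them, they were the 2 of 55536 listed genes with at most 3 counts in each WT library and at least 30 in each T ΔAMPAR library. In the opposite direction there were 0 such genes.

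Chance among many genes is argued against by the 2 genes being adjacent and by the absence of genes in the opposite direction. Reads of a parent gene assigned to the pseudogene are argued against because 0% of the 100-base stretches of Gm33707 occur in another annotated transcript. A WT and a T ΔAMPAR library exchanged with each other is argued against, since the same search found 0 genes in the 2 other splits of the 4 libraries into 2 and 2. The share of ribosomal protein genes in all counts also split by genotype, at 32.0% and 31.4% in WT and 24.7% and 25.0% in T ΔAMPAR. Other material in both T ΔAMPAR libraries, or the groups exchanged as a whole, stays open, because the lowest count of 39 in T ΔAMPAR against 0 in WT is what these would give too. What also stays open is an element carried with the CD4Cre transgene, which may have inserted at or near this region, or another variant linked to it. This cannot be told apart from an effect of the deletion, because Cre and the deletion are present in the same libraries and counts per gene hold no reads across a junction. Of 5 other tested genes within 500 kb, 1 had an adjusted p under 0.05 in edgeR's test. This was P2ry1, at a log2 fold change of -0.66, and Mbnl1 on the other side changed by -0.16 (adjusted p = 0.269 from edgeR). Both genes were named after their values were seen.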

How the results depend on the processing

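No paired analysis was possible because the replicate numbers of WT (1 and 2) and T ΔAMPAR (3 and 4) are not shared. No count of called genes was computed with a library left out, since 1 library then remained in a group.

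The number of genes called, 3812 with 45.5% of them higher, was within 1.5 times of this under all alternatives except library-size scaling and glmTreat. Library-size scaling gave 6875 genes, 6387 higher and 488 lower, with 92.9% higher, and 2220 genes were shared with the main calls. It moves the median log2 fold change of all genes to 0.37, by its construction. DESeq2 gave 2966 genes, of which 2839 were shared, with 1024 higher genes and 34.5% higher. The cause was not tested. glmTreat against 1.2-fold left 1386 genes (587 higher, 799 lower) and against 1.5-fold left 110 (66 higher, 44 lower), by the stricter null hypothesis. The alternatives chosen after seeing the data, halved counts and the length and GC correction, gave 3972 and 3510 genes, with 3732 and 2832 shared.

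The cholesterol and fatty acid synthesis lists were higher under all alternatives that were run on them. Limiting the genes to protein-coding ones and glmTreat were not run on lists, and Reactome sets were tried for cholesterol synthesis, glycolysis and mTORC1 only. Under fry they had medians of 0.56 and 0.29 with adjusted p-values of 0.0724 for both, and with camera's estimated correlation 0.479 and 0.408. The glycolysis list (-0.21), the IL-2/STAT5 list (0.20) and the proliferation list (0.15) also lost their calls under fry (0.175, 0.0724 and 0.215) and with the estimated correlation (0.489, 0.479 and 0.688). With 2 libraries per group both tests have few residual degrees of freedom, so a list can miss the threshold without being unchanged. Whether other causes add to this was not tested. The glycolysis list did not pass with library-size scaling, where its median of 0.14 lay below that of all genes (adjusted p = 0.138), with fgsea by difference of class means (normalized enrichment score -1.47) and with the Reactome set (-0.14). In fgsea by difference of class means the IL-2/STAT5 list did not pass either, with a normalized enrichment score of 1.65 (adjusted p = 0.0656). The TGFβ list passed after the length and GC correction, at -0.16 (adjusted p = 0.0124). Library-size scaling raised the medians of all lists together with that of all genes, by its construction. Under it camera's direction, which compares a list with the other genes, changed for 2 lists that were not called, mTORC1 targets with a median of 0.26 (adjusted p = 0.534) and the Treg signature with 0.30 (adjusted p = 0.353), although both medians stayed below that of all genes (0.37). The Treg signature also changed direction in fgsea by signed p (0.97, adjusted p = 0.494). The Reactome mTORC1 set had a median of 0.17 over 11 genes and was not called (adjusted p = 0.974 from camera). The mTORC1 list reversed and passed with sterol and fatty acid genes added (0.19), by the added genes. The cause of the other changes was not tested.

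Across the 4 fits that each left out one replicate, the medians ranged from 0.45 to 0.59 for cholesterol synthesis, from 0.28 to 0.38 for fatty acid synthesis, from -0.29 to -0.14 for glycolysis, from -0.15 to 0.023 for mTORC1 targets, from 0.17 to 0.29 for IL-2/STAT5 targets, from -0.24 to -0.14 for TGFβ targets, from -0.17 to -0.012 for the Treg signature, from -0.25 to -0.14 for LXR targets and from 0.081 to 0.27 for proliferation. The mTORC1 list was above 0 without WT replicate 2, at 0.023. Without the same library proliferation was at 0.27, without T ΔAMPAR replicate 4 the Treg signature was at -0.17 and LXR targets at -0.14.

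Among the 85 named genes that were tested, library-size scaling moved 8 from below 0 to above 0, by its construction, since it moves the median of all genes from 0.03 to 0.37. They were Gria3 (0.051), Nr1h3 (0.0044), Stat5a (0.34), Stat5b (0.070), Smad3 (0.17), Ddx3y (0.25), Uty (0.10) and Pmvk (0.044). Stat5a also reversed with upper-quartile scaling (0.029). Library-size scaling weakened 10 other genes and strengthened 5. Median-of-ratios scaling weakened 3, upper-quartile scaling weakened 1 and strengthened 3, DESeq2 weakened 6 and strengthened 1, and the length and GC correction weakened 6 and strengthened 2. Foxp3 was among those that lost their call, at 0.29 (adjusted p = 0.0673) with median-of-ratios scaling. Depth limits the statements on Gria1, Gria2, Gria4, Cyp46a1 and Tbx21, whose libraries had at most 6 counts.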

Differences from the paper's values

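Gene by gene, the directions of 26 of the 26 genes in Fig. 3K were those read by eye from its heatmap under TMM, median-of-ratios and upper-quartile scaling and DESeq2's size factors. With library-size scaling 24 were, and 1 gene in place of about 3 in Fig. 3K was lower in both T ΔAMPAR libraries. The paper reports no transcriptional change of the glycolysis pathway at day 3. Here the glycolysis list was lower, with a median log2 fold change of -0.21 (adjusted p = 0.00102 from camera). Of its 24 genes, 21 were lower, and edgeR's test over all genes called 9 lower and 1 higher. Of the alternatives set before the data were examined, the list was not called with library-size scaling (adjusted p = 0.138), fry (0.175), camera with an estimated correlation (0.489), fgsea by difference of class means (0.127) or the Reactome glycolysis set (0.119), and it was called with median-of-ratios and upper-quartile scaling, both other settings of the filter on low counts, robust=FALSE (which does not enter camera), DESeq2 and fgsea by signed p. The paper also reports no change of the mTORC1 pathway. The mTORC1 list was not called, except with sterol and fatty acid genes added, where it was higher by the added genes (adjusted p = 4.1e-05 from camera). Effector Treg genes that ran against the paper's direction are given in the next part.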

Other observations

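The tests of scaling, pseudogenes, TOP mRNAs, differences between single libraries, unspliced RNA, even counts and sex were chosen after the results they bear on were seen, and the other tests in this part were written before they were run.

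Ribosomal protein genes were lower in T ΔAMPAR. They took 32.0% and 31.4% of all counts in WT and 24.7% and 25.0% in T ΔAMPAR, and 76 of 81 tested genes were lower by edgeR's test, with a median log2 fold change of -0.66. The choice of scaling is argued against as the whole cause, since the median was still -0.32 with library-size scaling, the highest of 4 scalings, with 69 genes called lower. The median was at percentile 0 of 10000 random lists matched on expression and exon length, whose central 95% ran from -0.41 to -0.29. That argues against a similar fall of other lists from the same 10 expression and 10 length bins. Ribosomal protein genes took up to 32.0% of all counts, so the top expression bin need not hold genes as abundant. A fall shared by the most abundant genes therefore stays open. A trend with length and GC content is argued against as the whole cause, since the relative median was -0.54 after the correction. Reads moved to pseudogenes are argued against, since 131 ribosomal protein pseudogenes also fell, with a median of -0.61. Their relative median went from -0.64 to -0.25 after the length and GC correction, still lower, with 23 of the 131 called lower. A lower level of 5′TOP mRNAs in general stays open and is in line with a list of 18 translation factor and other TOP mRNAs, all lower, whose relative median was -0.58 after the correction. With 2 libraries per group that may come from pooled cells, this is a hypothesis. A difference between the cultures in growth or in the time of harvest was not tested.

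For the cholesterol synthesis list, the relative median was 0.53 after the length and GC correction, which argues against that trend. Its median was at percentile 100 of 10000 matched random lists, whose central 95% ran from -0.22 to 0.09. For the glycolysis list the relative median went from -0.23 to -0.33 after the correction, which argues against the trend as the source of the fall. Matched random lists were not drawn for glycolysis, so whether similar genes fell as much was not tested. The paper measured higher extracellular acidification in T ΔAMPAR iTreg cultures in an assay that is not analysed here.

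Long genes were higher than short genes in T ΔAMPAR. Over 8672 genes with more than 3 log2 CPM, the rank correlation of log2 fold change with exon length was 0.39, and 0.16 after the correction. The correlation is across genes, which are not independent replicates. A trend that differs between single libraries whatever the genotype may contribute, since T ΔAMPAR replicate 4 against replicate 3 gave -0.47, whereas WT replicate 2 against 1 gave -0.07. More unspliced RNA in T ΔAMPAR cannot be told apart from differences between single libraries. Genes annotated as TEC (to be experimentally tested) or sense intronic had a median log2 fold change of 0.39, above matched protein-coding genes, but their medians between replicates of a genotype were -0.44 in WT and -0.35 in T ΔAMPAR.

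Most low counts were even numbers. Even numbers made up 72.1% of counts from 1 to 20, 60.1% from 21 to 100, 53.4% from 101 to 1000 and 50.3% above 1000. Simulated counts gave 50.6%. A candidate explanation is that both mates of a read pair were counted separately. The stated 20M reads in each direction are fewer than the deposited totals of all 4 libraries, which goes with this, but the total of WT replicate 2, 63552293, is above 40M as well, so the stated depth does not settle it. If mates were counted separately, a count holds up to 2 reads of 1 fragment and the counting noise at low counts is larger than the count implies.

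The sex markers gave at most 40 counts of Xist in a library, and Ddx3y between 3705 and 5575 counts, in libraries of both groups. Eif2s3y was higher in T ΔAMPAR, at a log2 fold change of 0.44 (adjusted p = 0.00156 from edgeR). The other Y-linked genes, Kdm5d at 0.28 (adjusted p = 0.062), Ddx3y at -0.09 and Uty at -0.24, were not called in the main test. Kdm5d was called higher in edgeR with upper-quartile scaling (0.32, adjusted p = 0.0291) and library-size scaling (0.63, adjusted p = 8.38e-07). Uty was called lower in edgeR after the length and GC correction (-0.29, adjusted p = 0.0458). A different mix of male and female mice is argued against by the female marker Xist. It had 0.338 to 0.903 CPM in the libraries of both groups, against 96.6 to 110 CPM of Ddx3y, so all libraries looked male. A different mix would also move the 4 Y-linked genes together, and they moved apart by more than their standard errors (heterogeneity chi-square of 21.2 on 3 degrees of freedom).

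The next genes are those whose proteins the paper measured in other assays, or that it names as effector Treg genes. Foxp3 had a log2 fold change of 0.30 (adjusted p = 0.0446 from edgeR). It was not called in edgeR with median-of-ratios scaling (adjusted p = 0.0673), in DESeq2 (0.28, adjusted p = 0.0694) or after the length and GC correction (0.18, adjusted p = 0.185), and it was called with upper-quartile (adjusted p = 0.0167) and library-size scaling. Without WT replicate 2 it was 0.47 and without WT replicate 1 it was 0.15. Il2ra (CD25) was at 0.47 and Tfrc (CD71) at 0.62. Tnfrsf18 (GITR) was at -0.48, Tnfrsf4 (OX40) at -0.37 and Tnfrsf9 (4-1BB) at -0.44 (adjusted p-values of 0.000528, 0.0102 and 0.00172 from edgeR). With library-size scaling these 3 genes stayed lower but were not called (-0.14, -0.03 and -0.10). After the length and GC correction Tnfrsf4 was not called in edgeR (-0.21, adjusted p = 0.106). Tnfrsf18 and Tnfrsf9 were still called there (adjusted p-values of 0.00536 and 0.0115 from edgeR). Gzmb was at -0.94. The paper reports more GITR and OX40 protein in T ΔAMPAR iTregs by flow cytometry. It also reports Gzmb, Tnfrsf9, Tnfrsf4 and Tnfrsf18 RNA higher in the Treg cluster of spinal cord T ΔAMPAR cells, with Il2ra and Tgfb1. The falls of these genes in the main test run the other way, but in RNA of whole cultures rather than protein or single spinal cord cells. Il2ra rose here too. Tbx21 had at most 6 counts in a library. Tgfb1 was at 0.20 and was not called (adjusted p = 0.218 from edgeR), but it was called in edgeR with library-size scaling (0.54, adjusted p = 6.43e-06).

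Of the other lists, the IL-2/STAT5 targets (median 0.20, adjusted p = 0.00286 from camera) and proliferation (0.15, adjusted p = 0.00674) were higher. TGFβ targets (-0.20, adjusted p = 0.143), the Treg signature (-0.04, adjusted p = 0.822) and LXR targets (-0.22, adjusted p = 0.401) were not called. The markers of other cell types had medians of -0.18 (B cell, 8 genes), 0.51 (CD8 T cell, 2 genes), 0.70 (myeloid, 7 genes) and -0.16 (erythroid, 2 genes). Their most abundant gene was Ighm, with 405 and 467 CPM in WT and 318 and 334 CPM in T ΔAMPAR. Of the CD8 markers, Cd8a was at 1.12 and Cd8b1 at -0.09. Lyz2 had 0.951 and 1.18 CPM in WT and 2.26 and 3.58 in T ΔAMPAR. These 4 genes were named after their values were seen.

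Apart from Gm33707, the largest rises under the rule for named genes were H19 (2.52, from 33 and 72 counts in WT to 295 and 291 in T ΔAMPAR), Prg2 (2.18), Gm37795 (2.07) and Enah (2.03). The largest falls were Gm15446 (-3.33, from 222 and 275 counts to 27 and 23), Capn11 (-3.03), Hspa1a (-2.52), Rpl31-ps15 (-1.79) and Tg (-1.64, from 1024 and 1678 counts to 400 and 456). All 9 had an adjusted p under 0.05 and kept their direction under the scalings tried. Of the 100-base stretches of Hspa1a, 56.5% occur in other genes, and of Gm15446 22.1%.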
